# Evaluation of M2-like macrophage enrichment after diffuse traumatic brain injury through transient interleukin-4 expression from engineered mesenchymal stromal cells

**DOI:** 10.1186/s12974-020-01860-y

**Published:** 2020-06-20

**Authors:** Syed Faaiz Enam, Sajidur Rahman Kader, Nicholas Bodkin, Johnathan G. Lyon, Mark Calhoun, Cesar Azrak, Pooja Munnilal Tiwari, Daryll Vanover, Haichen Wang, Philip J. Santangelo, Ravi Venkat Bellamkonda

**Keywords:** Interleukin-4, IL-4, mRNA, Stem cell, MSC, Macrophage, M2, Traumatic brain injury, TBI, RNA-seq

## Abstract

**Background:**

Appropriately modulating inflammation after traumatic brain injury (TBI) may prevent disabilities for the millions of those inflicted annually. In TBI, cellular mediators of inflammation, including macrophages and microglia, possess a range of phenotypes relevant for an immunomodulatory therapeutic approach. It is thought that early phenotypic modulation of these cells will have a cascading healing effect. In fact, an anti-inflammatory, “M2-like” macrophage phenotype after TBI has been associated with neurogenesis, axonal regeneration, and improved white matter integrity (WMI). There already exist clinical trials seeking an M2-like bias through mesenchymal stem/stromal cells (MSCs). However, MSCs do not endogenously synthesize key signals that induce robust M2-like phenotypes such as interleukin-4 (IL-4).

**Methods:**

To enrich M2-like macrophages in a clinically relevant manner, we augmented MSCs with synthetic IL-4 mRNA to transiently express IL-4. These IL-4 expressing MSCs (IL-4 MSCs) were characterized for expression and functionality and then delivered in a modified mouse TBI model of closed head injury. Groups were assessed for functional deficits and MR imaging. Brain tissue was analyzed through flow cytometry, multi-plex ELISA, qPCR, histology, and RNA sequencing.

**Results:**

We observed that IL-4 MSCs indeed induce a robust M2-like macrophage phenotype and promote anti-inflammatory gene expression after TBI. However, here we demonstrate that acute enrichment of M2-like macrophages did not translate to improved functional or histological outcomes, or improvements in WMI on MR imaging. To further understand whether dysfunctional pathways underlie the lack of therapeutic effect, we report transcriptomic analysis of injured and treated brains. Through this, we discovered that inflammation persists despite acute enrichment of M2-like macrophages in the brain.

**Conclusion:**

The results demonstrate that MSCs can be engineered to induce a stronger M2-like macrophage response in vivo. However, they also suggest that acute enrichment of only M2-like macrophages after diffuse TBI cannot orchestrate neurogenesis, axonal regeneration, or improve WMI. Here, we also discuss our modified TBI model and methods to assess severity, behavioral studies, and propose that IL-4 expressing MSCs may also have relevance in other cavitary diseases or in improving biomaterial integration into tissues.

## Background

Traumatic brain injury (TBI) places a calamitous toll on individuals and the health system. TBI accounts for 138 deaths every day and 2.5 million emergency room visits, hospitalizations, or deaths annually [1]. It makes up one third of all “Unintentional Injuries,” the leading cause of mortality between the ages 1 and 44. This has economic ramifications on the order of $60–80 billion per year [2, 3]. TBI is divided into mild, moderate, and severe categories. While mild TBI is typically thought to result in a transient loss of function, studies are elucidating persisting complications [4]. Severe TBI results in permanent morbidity or mortality in all patients [5].

However, the permanent morbidity and mortality are seldom due to the primary insult and instead result from numerous injury-associated sequelae. These include inflammation, excitotoxicity, accumulation of reactive oxygen species, apoptosis of injured cells, ischemia, edema, and blood-brain barrier (BBB) disruption [5]. Soon after TBI, damaged cells release distress signals, “alarmins,” consisting of intracellular components and various cytokines [6]. Some alarmins reach the bloodstream to recruit neutrophils and monocytes that can morph into macrophages in the parenchyma. Other alarmins activate microglia to clear debris and activate astrocytes to reestablish barriers. At first, these mechanisms are neuroprotective but over weeks or months they become maladaptive. In mammals, the microglia and macrophages stay persistently skewed toward pro-inflammatory, M1-like phenotypes [7–11]. They self-amplify by releasing more inflammatory cytokines and can remain at injury site for weeks and months [7]. The M1-like response in lower-order animals, like zebrafish, is abrogated by a robust “anti-inflammatory” M2-like response within a week, enabling them to regenerate a transected spinal cord [12, 13]. Cohorts of M1 and M2 macrophages were first identified in vitro and in other injury conditions [14], but the phenotypes can exist concurrently after TBI [15]. Additionally, it is now well understood that macrophages in vivo encompass a phenotype across an M1-M2 spectrum. Thus, we use the term “M2-like,” especially for in vivo macrophages, to suggest a phenotype similar to M2 macrophages previously studied in vitro, as we [16] and others have previously [17, 18]. These M2-like macrophages are, at least indirectly, associated with improved biological and functional recovery in the mammalian peripheral and CNS after injury [10, 19–23]. They are involved in angiogenesis, neurogenesis, axonal regeneration, and improved white matter integrity [24, 25]. Therapies that enhance an M2-like phenotype after TBI, often improve molecular markers, edema, white matter, and functional outcomes [26–41]. However, the peak M2-like response 5 days after injury is still overwhelmed by M1-like macrophages and the desirable response recedes by day 7 [8, 9]. Shifting the balance toward endogenous, “anti-inflammatory,” M2-like macrophages is thus a viable goal for TBI but requires a clinically relevant strategy.

Stem cells are a promising means to promote an anti-inflammatory response after TBI and to possibly modulate macrophage phenotypes [42–47]. In fact, a handful of different bone-marrow derived stem cells (BMSCs) are in at least 8 clinical trials [42, 43]. These cells include multi-potent adult progenitor cells (MAPCs) and mesenchymal stem/stromal cells (MSCs). Phase I trials have determined that harvesting BMSCs from a patient and delivering them is logistically feasible and safe [43]. Encouragingly, at least one phase I study has reported decreased neural tissue loss and an improvement in a few clinical outcomes at 6 months. Phase II trials are underway in which they compare doses of BMSCs to reduce neuroinflammation after TBI in adults and children. For TBI, one of the more frequently studied stem cells is the MSC [42]. Like many other stem cells, they exert their effects not through differentiation but via secretion of cytokines and growth factors, their “secretome.” However, while many pre-clinical studies demonstrate their ability to temper inflammation, skepticism toward MSCs persists [43].

Part of the skepticism toward MSC therapy is in the absence of certain growth factors and cytokines in the MSC secretome [43, 48–52]. One absent cytokine, that also promotes an M2 macrophage phenotype, is interleukin-4 (IL-4) [49, 53, 54]. IL-4 is a small, 16-kDa protein that is classically secreted by and activates Th2 helper cells. However, when it binds to its cognate receptor IL-4Rα, it initiates STAT6-based transcription and expression of M2 phenotypic proteins on macrophages. In vivo, IL-4 promotes M2-like macrophage phenotypes after stroke [55, 56], spinal cord injury (SCI) [57–59], and peripheral nerve injury (PNI) [22, 60] at doses ranging from 250 to 500 ng. IL-4 stimulates astrocytes to secrete growth factors and promotes microglia to express M2 phenotypic markers as well [61]. Unfortunately, IL-4 levels do not increase in humans or mice after TBI [62, 63]. In rats, however, there is a modest IL-4 elevation in the first 24 h, but this subsides within 3 days [64]. Delivery of IL-4 after TBI remains unpublished although it is actively being explored (1I01BX003377-01) [65]. Altogether, this suggests that augmenting the MSC secretome with IL-4 could bias macrophages after TBI to a reparative, M2-like, phenotype.

MSCs have previously been genetically altered to express desirable proteins. For rodent models of CNS injury, MSCs have been modified to overexpress bone-derived neurotrophic factor (BDNF) [66], superoxide dismutase 2 (SOD2) [67], interleukin-13 (IL-13) [68–70], or interleukin-10 (IL-10) [50, 52]. While most of these modifications have improved molecular parameters in each study, improved functional outcomes are only occasionally observed. BDNF overexpression mildly improved outcomes in one functional SCI assessment [66]. SOD2 overexpression demonstrated improved motor coordination at one time point tested after focal TBI [67]. IL-13 overexpression promotes an M2-like phenotype, but it has only been observed to improve some functional assessments in an SCI model and failed to rescue function in stroke and epilepsy models [68–70]. IL-10 overexpression from MSCs did not reduce TBI lesion volume or improve most functional assessments [50, 52]. The one functional test that improved (foot faults) and a decreased histological presence of reactive astrocytes was not significantly different from wild-type MSCs.

Genetic modification of MSCs to express IL-4 can be achieved via plasmid DNA transfection, viral transduction of DNA, or through synthetic mRNA. MSCs have previously been transduced to express IL-4 and consequently promoted a Th2 response in a model of autoimmune encephalitis [54]. Modification of MSCs in this manner requires DNA that encodes IL-4 to enter the nucleus and then induces prolonged or permanent expression of IL-4. Persistent IL-4 expression, although initially therapeutic, is undesirable as it promotes a chronic M2-like macrophage presence which results in fibrosis [34, 71]. This persistent overexpression can be advantageous outside the nervous system, implanted MSCs over-expressing IL-4 increase bone mineral density [53]. However, in the CNS, fibrosis limits regeneration [72]. Viral transduction also comes with the risk of undesired genomic integration and activation of oncogenes. In contrast, synthetic mRNA only needs to reach ribosomes in the cytosol, thus enabling rapid expression and a short persistence of 1–4 days [50]. This approach could counter an M1-like response faster and allow the injured site to return to homeostasis. Lower-order animals that regenerate their CNS show a similar dynamic: pro-inflammatory followed by anti-inflammatory peaks that all subside to homeostasis within a couple weeks [12, 13].

Delivering recombinant IL-4 alongside MSCs is another strategy though it can also have drawbacks. As mentioned, IL-4 alone has been delivered after stroke, SCI, and PNI. This may have rescued functional deficits in IL-4 knockout mice suffering stroke [55]. Reports in SCI are conflicting where one study showed moderate functional improvement [57], while the other demonstrated no significant functional improvement [59]. Apart for the difficulty in correctly and robustly conducting behavioral studies, this ambiguity could be because recombinant protein delivery has yet to fully address the challenges of short half-lives [73, 74], suboptimal efficacy [75], and immunogenicity [76, 77]. Cytokines possess short half-lives due to rapid circulation and clearance in vivo and this is exacerbated by increased interstitial flow after TBI. In mouse models, IL-4 half-life can be less than 20 min [54, 78]. To counter this, multi-dosing or sustained release strategies need to be employed. A lack of post-translational modifications (PTMs) and the presence of microstructural abnormalities can further worsen half-life, reduce efficacy, and increase immunogenicity. These challenges can be addressed by inducing harvested MSCs to express IL-4 via nucleic acids as unsullied IL-4 can be synthesized with endogenous PTMs.

In the present study, we transfect MSCs with synthetic IL-4 mRNA to transiently induce IL-4 expression. We hypothesize that these modified MSCs will promote M2-like macrophage-mediated healing in a modified closed head injury (CHI) mouse model of TBI. Through our model, we investigate in vivo macrophage polarization, examine behavioral outcomes, scrutinize cytokine and gene expression, probe histological alterations in tissue and white matter tracts, and explore transcriptomic dysregulation.

## Materials and methods

### In vitro transcribed mRNA (IL-4, luciferase, GFP)

All synthetic mRNA were in vitro transcribed in the Santangelo Lab (Georgia Institute of Technology, USA) similarly to past research [79].

### Cells (MSCs, macrophages)

Mesenchymal stem/stromal cells (MSCs) were purchased at passage 6 from Cyagen Biosciences (USA) (Lot# 170221|31). These MSCs are primary cells harvested by the vendor from C57BL/6N mice. All in vivo experiments used the same strain of mice. According to the vendor, the MSCs express CD29, CD44, and Sca-1 and do not express CD31 and CD45. We verified this expression in two late passages (S. Fig. 1). The MSCs were grown in Mouse Mesenchymal Growth Media (Cyagen Biosciences, USA) with 10% FBS (Lot# T161102G002) and frozen at passage 7 and stored in the vapor phase of liquid nitrogen. For every in vivo experiment, the cells were thawed, and grown in media for 3–4 days before experiments. To passage or plate cells, the cells were washed twice with PBS (Corning, USA). Then, 0.25% Trypsin (Corning, USA) was added, with enough volume to cover the surface area, and gently rocked for 90 s. The Trypsin was suctioned off, and the cells were left in a 37 °C incubator for 1 min. Finally, the cells were harvested by adding fresh, pre-warmed, and pH-equilibrated media to the cells.

For macrophage polarization experiments, J774A.1 macrophages were obtained from the Cell Culture Facility at Duke University (thawed from an unknown passage number). These were grown in DMEM-High Glucose (Gibco, USA) supplemented with 10% FBS. Cells were passaged by manual dissociation with a cell scraper.

### Transfection

Viromer Red (Lipocalyx, USA), jetPEI (Polyplus Transfection, USA), and Lipofectamine Messenger Max (ThermoFisher, USA) were used to transfect MSCs with GFP mRNA following manufacturer protocol. All subsequent MSC transfections of synthetic IL-4 or Luciferase mRNA used Viromer Red, following its protocol. Prior to every transfection, a cell culture cabinet, pipettes, and other materials were decontaminated with 70% ethanol and RNAse Away (ThermoFisher, USA) and left to dry.

### In vitro flow cytometry

For MSC cell-surface characterization, the following antibodies were used: APC-Vio770 CD29 (Miltenyi Biotec; clone, HMβ1-1), VioBright FITC CD44 (Miltenyi Biotec, USA; clone, REA665), PerCP Sca-1 (Biolegend, USA; clone, D7), PE CD31 (Miltenyi Biotec, USA; clone, 390), PE CD45 (Biolegend, USA; clone, 30-F11), and PE-Vio770 CD105 (Miltenyi Biotec, USA; clone, MJ7/19). For analysis of in vitro macrophages, we first blocked Fc receptors with CD16/32 FcγRIII/FcγRII (BD Bioscience, USA; clone, 2.4G2) and CD16.2 FcγRIV (Biolegend, USA; clone, 9E9) and then stained with PE CD45 (Biolegend, USA; clone, 30-F11), Alexa Fluor 647 CD206 (BioLegend, USA; clone, C068C2), and PE CD163 (ThermoFisher, USA; clone, TNKUPJ). A Novocyte 2060 (ACEA Biosciences, USA) was used to measure mean fluorescence intensity of GFP from transfected MSCs, MSC cell-surface markers, and macrophage markers. Data was analyzed in FlowJo software (BD Biosciences, USA).

### In vitro assays: viability, ELISA, and imaging

Cell viability was assessed with either a Live/Dead Viability/Cytotoxicity kit (ThermoFisher, USA) and DMi8 LiveCell Microscope (Leica Biosystems, USA) or 0.4% Trypan Blue (ThermoFisher, USA) exclusion with automated cell counting using a calibrated Countess II (ThermoFisher, USA). For protein quantification of conditioned media, an IL-4 colorimetric ELISA was performed (R&D DuoSet; R&D Systems, USA) with appropriate ancillary kits. Optical density was obtained via a 96-well plate reader (SpectraMax i3x, Molecular Devices, USA). In some experiments, prior to media collection, cells were imaged under brightfield in the DMi8 LiveCell Microscope and the images were analyzed with a custom ImageJ script to quantify cell coverage of the well in each well as an estimator of cell confluency/count.

### Closed head injury

All in vivo experiments were conducted according to protocols approved by the Duke Institute for Animal Care and Use Committee (IACUC). Male C57BL/6N mice were purchased from Charles River Laboratories, USA, and left to acclimate for 1–2 weeks in Duke University animal housing. Procedures began when the mice were between 8 and 9 weeks of age.

Closed head injury (CHI) experiments were modified from Webster et al. to develop a model that is easily reproducible but also induces behavioral deficits in motor coordination [80]. Mice were induced under 5% isoflurane vapor anesthesia and maintained between 1 and 3% anesthesia. Hair was trimmed from the scalp and ointment was applied on the eyes (Paralube; Dechra, USA). The scalp was sterilized with three 70% ethanol and chlorhexidine swabs each. A mid-line cut into the scalp was made with micro-scissors, the cranium was exposed, and the bone surface cleaned with a cotton-tip swab. The mouse was then transferred onto a custom heated bed in a rat stereotactic apparatus (51600; Stoelting, USA) with mouse gas adaptor (10030-386; VWR, USA), and mouse non-rupture ear bars (922; Kopf Instruments, USA) connected to a separate anesthesia system maintaining 1–3% anesthesia. A balloon connected through tubing to a 20-mL syringe was also placed under the head of the mouse to prevent skull fracture [80]. A 5-mm impact probe connected to an electromagnetic impact system (Impact One; Leica Biosystems, USA) was extended and positioned − 1.5 mm AP from bregma and zeroed to the surface. At this point, anesthesia was reduced to 0.5%, oxygen flow increased to 2 L/min, and the impactor retracted and then lowered 1.5 mm DV. When breathing became faster, a toe-pinch was assessed to ensure no pain sensation, and the impact was hit at 6 m/s. If the toe-pinch induced a reflex, injury was not performed, anesthesia was immediately increased, and the steps were repeated. Controlling anesthesia levels carefully is critical to survival; if the anesthesia is too deep prior to impact, the mouse may not return to spontaneous breathing after the impact. Immediately after impact, the oxygen flow was increased to 4 L/min and the mouse was placed on its right side for chest compressions carried out with an index finger and thumb. When the mouse began to breathe spontaneously, the scalp incision was stapled (Reflex 7-mm wound clips, Roboz Surgical, USA), 3 drops of 0.5% bupivicaine were added to the site, and the mouse placed supine in an empty cage. Time for the mouse to right itself into a prone position was recorded. Righting was considered when all four paws were on the cage floor. If there was a fracture, brain hernia, or excessive bleeding after the impact, the mouse was immediately put back under 5% anesthesia and then euthanized. If righting time was > 10 min, it was considered an injury [81]. Neurologic Severity Score (NSS) was assessed in two experiments as per its protocol [82]. With two scientists working on mouse preparation and injury separately, injuries can be 5–10 min apart. Sham procedures consisted of all steps except for the impact.

### Preparation and delivery of MSCs

Based on transfection and expression data (Fig. 3a), an mRNA incubation time of 10 h was chosen. On the day prior to injections, cultured MSCs were plated in the afternoon in 6-well plates at 300,000 cells per well. After at least 6 h, MSCs were transfected with 2 μg mRNA complexed with Viromer Red according to manufacturer protocol. Ten hours after transfection, the MSCs were harvested with two 1-mL collections of media per well. All similar wells were grouped in 15 mL tubes and spun down at 300×*g* for 3 min. The media was suctioned, and the cells were resuspended in 1 mL of PBS. The cells were counted via a cell counter (Countess II; ThermoFisher, USA) that was previously calibrated to manual cell counting. The cells were then spun again and resuspended to make a 30 million cells/mL mixture in PBS. Aliquots of 10 μL were made and kept on ice until injection.

To deliver MSCs, intrahippocampal injections were conducted 2 or 5 days after injury. As previously, the mice were induced with 5% isoflurane and maintained between 1 and 3% anesthesia. The eyes were protected with ointment, the surgical site was cleaned with ethanol and chlorhexidine, staples were removed with a staple remover, the old incision was opened with micro-scissors, and the skull surface was cleaned with a cotton-tip swab. The mouse was moved to the rat stereotactic apparatus with a different mouse gas adaptor (923-B; Kopf Instruments, USA). A craniotomy was performed with a 0.6-mm drill-bit (Roboz Surgical, USA) attached to a handheld drill (Stoelting, USA) at − 1.5 mm AP, and − 1 mm ML (left) drilling 0.4–0.6 mm deep. Cells were then mixed and picked up by a 5-μL syringe (75RN; Hamilton, USA) with a 26-G needle (1-in., point style 4, 30°; Hamilton, USA). This needle was chosen as it had the closest inner-diameter to the syringe. The syringe was attached to the stereotactic apparatus and inserted to a depth of 2 mm DV from the outer surface and then retracted 0.5 mm for a final injection location of 1.5 mm DV (left hippocampus). For ventricular injections, the coordinates were − 0.5 AP, − 1 ML, 2.25 DV. Cells were injected at a rate of 0.5 μL/min in a volume of 5 μL.

### Behavioral experiments (rotarod, Morris water maze)

To assess motor coordination and function, mice were tested on an accelerating rotarod apparatus (Med Associates Inc., USA). On the day prior to CHI, the mice first underwent a training trial on the rotarod where they were put back on as they fell until 400 s passed. The rotarod accelerated from 4 to 40 rotations per minute. After that, three recording trials were run with at least 15 min between each trial. Trials were stopped (and recorded) if the mouse stayed on for 400 s or if it held onto the rod without running for two spins. The time on the rotarod was recorded.

To assess spatial memory function, a Morris water maze was set up with a large round pool, four images on the walls as cues, a glass platform hidden under the surface of the water, and a camera and computer set up with tracking software (ANY-maze; Stoelting, USA). Mice were introduced into the pool starting at the edge of the pool and time to find the hidden platform was recorded. Four trials were conducted each day, each starting at one pole of the pool (North, South, East, or West).

### Perfusion/euthanasia

All mice were sacrificed under 5% isoflurane anesthesia and cardiac perfusion. Perfusate consisted of Hank’s Balanced Salt Solution (Corning, USA) with Heparin (10,000 units/L; ThermoFisher, USA) kept on ice. After testing for a reaction to toe-pinch, the sternum was lifted, and the abdomen and ribs cut with scissors. The diaphragm was dissected away, and the heart was exposed and freed from connective tissue. The left ventricle of the heart was pierced with a 26-G 3/8" needle (BD Biosciences, USA) and the mouse perfused at a rate of 8 mL/min for at least 2.5 min with a motorized pump (Cole-Parmer, USA). For immunohistochemistry, this was followed by cold 4% formaldehyde in HBSS. The mouse was then decapitated, and the brain harvested. For protein and gene expression studies, the brain was further dissected to isolate the injection region (3-mm width per hemisphere), stored in 5 mL conical tubes, frozen in liquid nitrogen, and stored in a − 80 °C freezer until processed.

### Ex vivo flow cytometry

To study macrophage polarization, leukocytes were isolated from freshly harvested brain tissue following previously published protocol [83]. The protocol was slightly modified and is included in the supplementary information. As previously, Fc receptors were blocked with antibodies against CD16/32 FcγRIII/FcγRII (BD Bioscience, USA; clone, 2.4G2) and CD16.2 FcγRIV (Biolegend, USA; clone, 9E9) and then stained with PE-Cy7 CD45 (BioLegend, USA; clone, I3/2.3), PE F4/80 (BioLegend, USA; clone, BM8), Alexa Fluor 488 CD86 (BioLegend, USA; clone, GL-1), and Alexa Fluor 647 CD206 (BioLegend, USA; clone, C068C2). Macrophages were defined as CD45^high^, F4/80^+^. Cells were run in a Novocyte 2060 (ACEA Biosciences, USA) at a rate of 14 μL/min.

### Ex vivo protein quantification

Frozen brain tissue samples were homogenized in their tubes with a TissueRuptor II (6 speed, 30 s; Qiagen, USA) and disposable probes (Qiagen, USA) on ice with Halt Protease Inhibitor (ThermoFisher, USA) in N-PER reagent (ThermoFisher, USA). Homogenates were spun down thrice. The first spin in the 5 mL tubes was at 1000×*g* for 10 min at 4 °C. The supernatant was transferred into 2 mL tubes. The second and third spins were at 12,000×*g* for 15 min and 15,000×*g* for 20 min, respectively, both at 4 °C, with a transfer to new tubes after each spin. The protein samples were then processed with an 8-plex bead-based assay (LEGENDplex Mouse Th1/Th2 Panel; BioLegend, USA) according to manufacturer protocol. Samples were run on a Novocyte 2060 (ACEA Biosciences, USA). Quantification was normalized against a total protein bicinchoninic acid (BCA) assay (ThermoFisher, USA) of each protein sample.

### Gene expression and RNA sequencing

The workspace was first cleaned and sprayed with RNAse Away (ThermoFisher, USA). Frozen brain tissue samples were processed with an RNeasy Lipid Tissue Kit (Qiagen, USA) to extract RNA. The tissue samples were homogenized with a TissueRuptor II (6 speed, 30 s) and disposable probes. RNA integrity was assessed on an Agilent Bioanalyzer (Agilent, USA) with the assistance of the Duke Microbiome Shared Resource. Complementary DNA (cDNA) was synthesized with SuperScript IV VILO (ThermoFisher, USA), separated into aliquots and stored at − 80 °C. Genes were studied with TaqMan Gene Expression Assays (ThermoFisher, USA) in 384-well plates. The TaqMan GEAs that are published here include *il4* (Mm00445259_m1), *il10* (Mm01288386_m1), *il1b* (Mm00434228_m1), *il1rn* (Mm00446186_m1), *mrc1* (Mm01329362_m1), *il6ra* (Mm01211445_m1), *cxcr4* (Mm01996749_s1), *erbb2* (Mm00658541_m1), *bdnf* (Mm04230607_s1), *ngf* (Mm00443039_m1), *ntf3* (Mm00435413_s1), *neurog2* (Mm00437603_g1), *notch1* (Mm00627185_m1), *cspg4* (Mm00507257_m1), *sox2* (Mm03053810_s1), *bmp2* (Mm01340178_m1), *s100b* (Mm00485897_m1), *artn* (Mm00507845_m1), *tgfb1* (Mm01178820_m1) *ptn* (Mm01132688_m1), *casp7* (Mm00432322_m1), *nrcam* (Mm00663607_m1), *ngfr* (Mm00446296_m1), *il10ra* (Mm00434151_m1), *cd163* (Mm00474091_m1), and *ccl2* (Mm00441242_m1). The samples were run on a 7900HT Real-Time PCR system (Applied Biosystems, USA). Data was analyzed using Applied Biosystems Analysis Software available on the ThermoFisher Cloud Connect Utility (https://apps.thermofisher.com/apps/spa). Gene/sample combinations that had high variation among technical replicates were flagged and rejected. To normalize the amount of mRNA per sample, global normalization was selected instead of using housekeeping genes (due to observed variability) [84], and Sham was kept as the reference ddCT values.

For RNA sequencing, total RNA was sequenced through Illumina NovaSeq 6000 (50 bp, paired-ends). The raw data was quality-checked, adaptors were trimmed with cutadapt (v2.4), and then pseudo-aligned using Kallisto (v0.46.0) against protein-coding GENCODE transcripts (vM23) [85], with differential expression assessment via Sleuth (v0.30.0) in R (v3.6.1) [86, 87]. Data were consolidated and organized using Python (v3.6.5, w/ pandas 0.24.2, numpy 1.16.4) and then run through an over-representation analysis (g:Profiler, rev 2fcb244) and Gene Set Enrichment Analysis (GSEA, v4.0.3) [88, 89]. One sample was excluded due to anomalously different transcript counts (89-5, a PBS.3WK replicate). Raw transcriptomic data is accessible via the NIH Gene Expression Omnibus (GSE144193) and analyzed data are included in the supplementary materials.

### Immunohistochemistry

To study histological changes after intervention, 4% formaldehyde-fixed brains were embedded in optimal cutting temperature compound (Tissue-Tek; VWR, USA) and frozen in a bath of 4-methylbutane chilled in liquid nitrogen. The brains were sectioned in 10-μm slices and collected on Superfrost Plus slides (ThermoFisher, USA) with a hydrophobic barrier drawn (ImmEdge Hydrophobic Barrier PAP Pen; Vector Laboratories, USA). Slides were kept at − 20 °C until ready to be stained. Primary antibodies included chicken anti-mouse GFAP (abcam, USA), rabbit anti-mouse Iba1 (abcam, USA), and rat anti-mouse CD68 (abcam, USA). Secondaries included DyLight 488 goat anti-chicken IgY (abcam, USA), Alexa Fluor 594 goat anti-rat IgG, and Alexa Fluor 680 goat anti-rabbit IgG (abcam, USA). Cell nuclei were counterstained with DAPI (Sigma-Aldrich, USA). Coverslips were applied after drops of Fluoromount-G (SouthernBiotech, USA) were added. One group of slides was stained with a Fluoro-jade C kit (Biosensis, USA). Coverslips were applied after drops of DPX Mounting Media (Sigma-Aldrich, USA) were added. All staining procedures were conducted at the same time for each group. Imaging was done in a DMi8 microscope (Leica Biosystems, USA). All images were acquired in the same time period per stain. Images were analyzed with a custom semi-automated script on ImageJ (S. File 1) with regions of interest drawn for hippocampi, cortices, and corpus callosum.

### MRI

Diffusion-weighted magnetic resonance imaging was conducted with the Duke Center for In Vivo Microscopy (CIVM). MR images were acquired on a 7.0-T horizontal bore magnet with Resonance Research gradients providing ~ 650 mT/m maximum gradient. The system is controlled by an Agilent Direct Drive console. Specimens were mounted in a 12-mm-diameter single-sheet solenoid radiofrequency coil. Three-dimensional (3D) diffusion-weighted images were acquired with a Stejskal Tanner rf refocused spin echo sequences with TR/TE of 100/21.15 ms and *b* values of 4000 s/mm^2^. Compressed sensing was used with an acceleration of 8× to reduce the acquisition time [90]. The result is a 4D image array with isotropic spatial resolution of 45 μm (voxel volume of 91 pL).

The 4D array (256 × 256 × 420 × 7) was passed to a post processing pipeline that registered each of the diffusion-weighted 3D volumes to the baseline to correct for eddy current distortion. The registered 4D array was passed to DSI Studio which generated scalar images (AD, RD, FA, ClrFA) using the DTI model.

A 3D label set was registered onto each 4D volume in that volume’s native reference frame, i.e., the reference frame in which the data were acquired. Waxholm Space (WHS) [91] an isotropic label set for the mouse brain was expanded by Calabrese et al. was extended with an additional 18 regions of interest yielding 166 regions of interest on each half of the brain [92].

### Statistics and graphing

All statistics were performed in Prism V8.2 (GraphPad, USA). Where appropriate, Student’s *t* test, one-way ANOVAs, repeated measures ANOVAs, and two-way ANOVAs were carried out. All data are presented as means ± standard deviation. Asterisks are denoted in graphs to represent significant *p* values. If the asterisk(s) is above a flat horizontal bar, it refers to the significance between the two groups at the end of the bars. If the asterisk(s) is above a bracket, it refers to all comparisons within the bracket. If the asterisk(s) is above a group, it means the group was significantly different from all other groups. In this third situation, the highest *p* value between comparisons is recorded. Graphs were made in Prism V8.2 and converted into figures in Photoshop and Illustrator (Adobe, USA).

## Results

### Transfection with Viromer Red and synthetic IL-4 mRNA generates IL-4 expression

As MSCs do not endogenously produce IL-4, introduction of IL-4 genetic information is required. To reliably introduce synthetic IL-4 mRNA into MSCs, transfection agents exist that enable the mRNA to reach the cytosol without degradation. Here, we first obtained MSCs (Cyagen; harvested from C57BL/6N mice; later in vivo studies are conducted in this mouse strain) that expressed putative MSC markers [93], although there was an absence of CD105. The cells retained this marker expression at passages 9 and 12 as well (S. Fig. 1), but most experiments were conducted between passages 7 and 9. Next, synthetic mRNA encoding Green Fluorescent Protein (GFP) was combined with one of three transfection agents (jetPEI, Lipofectamine Messenger Max, or Viromer Red) and incubated for 24 h with MSCs following manufacturer protocol for each agent at 0.5× and 1× their recommended dose. The amount of synthetic mRNA (250 or 500 ng) was equivalent between the transfection agents. Of the three, Viromer Red induced the greatest mean fluorescence intensity (MFI) in a flow cytometer and was thus chosen for future transfections (Fig. 1a). Next, we tested Viromer Red toxicity by complexing it with synthetic IL-4 mRNA and incubating four doses with MSCs for 24 h. Regardless of the dose MSC viability, assessed via a live/dead cell assay, remained greater than 95% (Fig. 1b). Simultaneously, IL-4 ELISA confirmed that at least 150 ng of IL-4 was expressed into the media (1 mL) (Fig. 1c). Without transfection of synthetic IL-4 mRNA, MSCs did not endogenously express IL-4 (Fig. 1d). In another study, we characterized transfection-induced expression over a 48-h period and observed that IL-4 synthesis begins within the first 2–4 h and the majority is synthesized within the first 24 h (Fig. 1e). These studies confirm that MSCs do not endogenously express IL-4, and transfection with Viromer Red and synthetic IL-4 mRNA can generate IL-4 expression for at least 24 h with acceptably low toxicity.

**Fig. 1:**
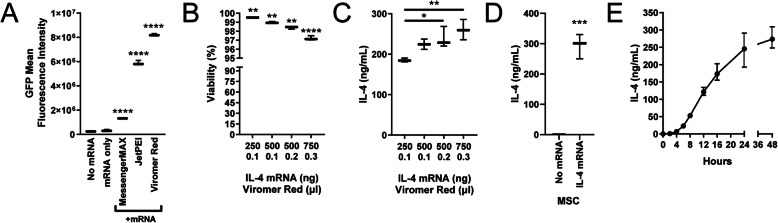
Transfection of MSCs and protein expression. **a** GFP fluorescence intensity after MSCs are transfected with naked GFP mRNA or complexed with one of three vectors. **b** Viability of MSCs with increasing dosage of synthetic IL-4 mRNA complexed with Viromer Red. **c** Concentration of IL-4 synthesized in media with IL-4 mRNA-transfected MSCs. **d** MSCs do not endogenously synthesize IL-4 and require transfection with IL-4 mRNA. **e** Concentration of IL-4 synthesized over 48 h from IL-4 mRNA-transfected MSCs. Mean ± SD, one-way ANOVAs with Tukey’s post hoc test, and Student’s ***t*** test; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

### Expressed IL-4 induces an M2-like phenotype in vitro

Next, we set out to determine whether IL-4 secreted from transfected MSCs was functional. IL-4 is a potent stimulator of the M2 cell-surface marker, CD206, on macrophages. We set up four groups: plain media, media conditioned by naïve MSCs (MSC CM), MSC CM supplemented with 100 ng of recombinant IL-4 (rIL-4 CM), and media conditioned with IL-4 mRNA-transfected MSCs (synthesizing ~ 80–100 ng expressed IL-4; eIL-4 CM) (Fig. 2a). We incubated the media with cultures of J774A.1 macrophages for 24 h after which time they were harvested, stained, and analyzed in a flow cytometer. Macrophage gating strategy (S. Fig. 2A) included fluorescence-minus-one (FMO) groups to distinguish positive staining (S. Fig. 2B). As hypothesized, macrophages treated with either rIL-4 CM or eIL-4 CM demonstrated significantly greater expression of CD206 (Fig. 2b, c). As expected, CD163, an alternative M2-like marker (typically stimulated by IL-10), was not upregulated by IL-4 (Fig. 2d and S. Fig. 2C). Control experiments demonstrated that macrophage cell morphology and division rate was unaffected by media formulated for MSCs (S. Fig. 2D and E). To rule out the possibility of expressed IL-4 having an autocrine effect on MSCs, the MSCs were treated with 100 ng of IL-4 for 24 h, washed, and CM was collected another 24 h later. When this CM was added to macrophages, there was no increase in CD206 expression (S. Fig. 2F), suggesting no autocrine effect of IL-4 on MSCs. These studies demonstrated that IL-4 generated from synthetic IL-4 mRNA-transfected MSCs could induce an M2-like phenotype in macrophages.

**Fig. 2:**
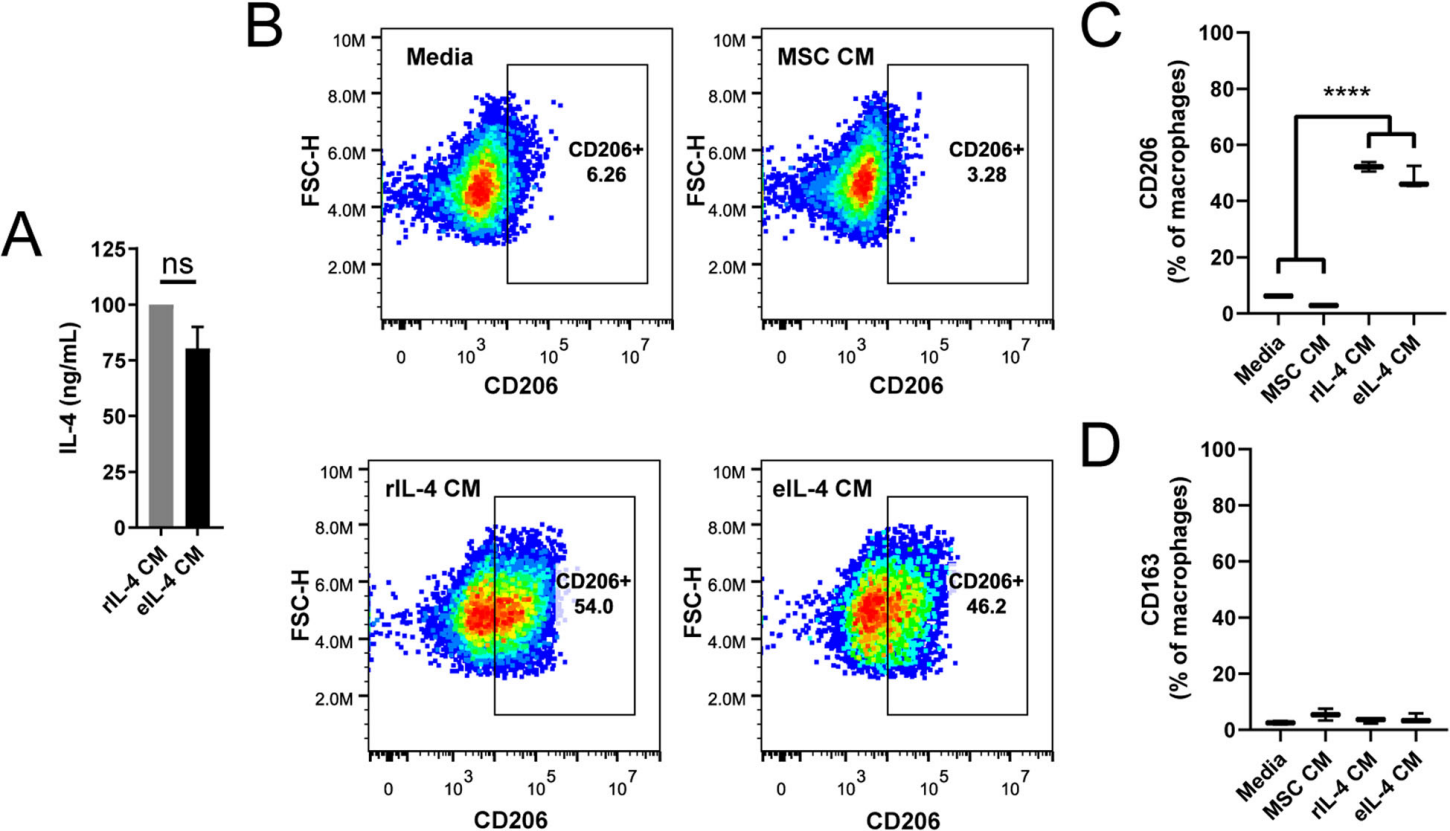
Functionality of IL-4 expressed by IL-4 mRNA-transfected MSCs. **a** IL-4 concentration in either MSC conditioned media (CM) that was supplemented with 100 ng/mL recombinant IL-4 (rIL-4 CM) or CM from MSCs transfected with IL-4 mRNA (eIL-4 CM); ns, not significant. **b** Flow plots demonstrating CD206 expression after gating for single macrophages. **c** Percentage of J774A.1 macrophages expression CD206 after treatment with differently conditioned media. Analyzed in a flow cytometer with a fluorescent CD206 antibody. Both rIL-4 CM and eIL-4 CM were significantly different from Media and naïve MSC CM. **d** Percentage of macrophages expression CD163 after treatment with differently conditioned media. Mean ± SD, Student’s ***t*** test, and one-way ANOVA with Tukey’s post hoc test; ****p < 0.0001

### Transient MSC transfection is a viable strategy for in vivo experiments

Due to the transience of IL-4 expression after mRNA transfection, it was critical to characterize expression considering the logistics of in vivo delivery. First, we set out to determine the ideal incubation time of IL-4 mRNA/Viromer Red complexes with MSCs to synthesize maximal IL-4. MSCs were incubated with the complexes for varying durations (0–24 h). After this period, the cells were washed twice with PBS and left to express IL-4 in fresh media for 24 h. Quantification of IL-4 via ELISA demonstrated that 8–12 h of transfection elicited the greatest IL-4 production over the subsequent 24 h (Fig. 3a). Next, as multiple in vivo cell injections were expected to take 4–6 h, MSC survival on ice was assessed through trypan blue exclusion. Here, MSCs demonstrated > 95% viability over at least 6 h on ice (Fig. 3b). We also hypothesized that viability in media would be superior to that in PBS; however, we did not observe a significant difference. All in vivo injections were thus conducted in PBS to reduce variability. Curiously, media sampled from these transfected MSCs while on ice demonstrated minimal IL-4 expression (Fig. 3c). Then, regardless of how long the MSCs were on ice (0–6 h), the amount of IL-4 produced over the next 24 h in a 37 °C incubator was equivalent (Fig. 3c). Finally, to scale for in vivo delivery, 300,000 cells per well were transfected for 10 h with either 1 or 2 μg of IL-4 mRNA and a proportional amount of Viromer Red. Media was collected after 10 h prior to harvesting cells. After cells were harvested, 150,000 cells per well were re-plated. Media was collected again after 24 h. The 300,000 cells transfected with 2 μg induced at least 120 ng of IL-4 prior to harvest. The harvested 150,000 cells then produced another ~ 135 ng of IL-4 over 24 h (Fig. 3d). This transfection protocol was chosen for all in vivo experiments; MSCs transfected thusly are henceforth denoted IL-4 MSCs.

**Fig. 3:**
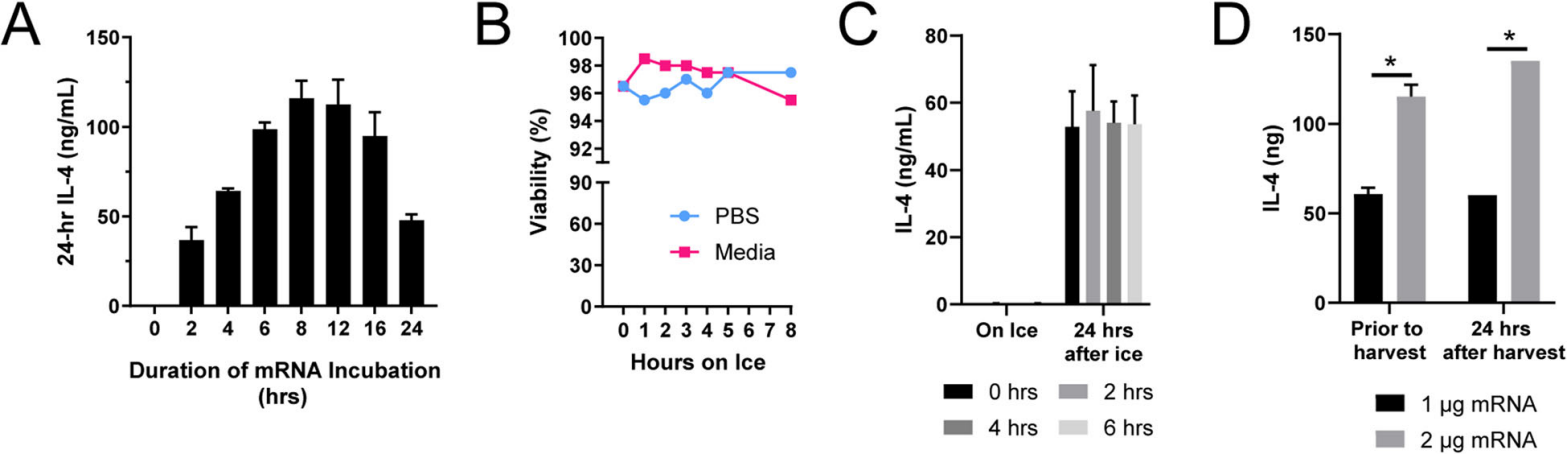
MSC transfection characterization for in vivo delivery. **a** Concentration of IL-4 in media of MSCs transfected with synthetic IL-4 mRNA complexed with Viromer Red. The complexes were incubated with the MSCs for varying amounts of time (0–24 h). Then, the media was sampled 24 h after each time point for IL-4 quantification via ELISA. **b** Viability of MSCs while on ice. No significant differences observed. **c** Concentration of IL-4 synthesized while transfected and harvested MSCs were kept on ice (0–6 h) and then over 24 h after re-plating and kept at 37 °C. **d** Amount of IL-4 expressed by 300,000 MSCs transfected for 10 h (“prior to harvest”) and then a sample of 150,000 MSCs 24 h after. Mean ± SD and two-way ANOVA comparing between groups with Tukey’s post hoc; *p < 0.05

### IL-4 MSCs induce an M2-like phenotype in vivo after brain injury

To assess whether IL-4 MSCs can promote an M2-like phenotype of macrophages in vivo, IL-4 MSCs were injected in a TBI model of closed head injury (CHI) in mice. This model is similar to a model developed by Webster et al. but induces a motor deficit (described in methods and in Fig. 5) [80]. We injected either PBS, MSCs, MSCs expressing Luciferase (Luc MSCs), recombinant IL-4 (rIL-4), or IL-4 MSCs into the left hippocampus, 5 days post-injury (dpi). For groups containing MSCs, 150,000 cells were injected, a number based on prior studies [45]. Brains were harvested from euthanized mice 2 days after injection, 1 week post-injury (wpi) and leukocytes isolated from the ipsilateral hemisphere were analyzed with flow cytometry (Fig. 4a). Leukocytes were gated via CD45^high^ (S. Fig. 3A) [83], and FMO controls were used to determine the other antibody stains (S. Fig. 3B). First, we observed an increase in total macrophage (CD45^high^, F4/80^+^) number for most groups (Fig. 4b). Of these macrophages, IL-4 MSCs induced 60–80% to an M2-like phenotype (CD206^+^, CD86^−^) (Fig. 4c). This was significantly higher than PBS (< 10%), MSCs alone (20%), or Luc MSCs (< 10%). In comparison, an injection of 250 ng of rIL-4 induced CD206 expression in 10–25% of macrophages (Fig. 4c). IL-4 is known to induce proliferation of M2-like macrophages [94] and we observed that there were more CD206^+^ macrophages in the IL-4 MSC group compared to all other groups (Fig. 4d). We also calculated an M2 to M1 ratio: [CD206^+^]/[CD206^−^, CD86^+^], a metric shown to be predictive of neural regeneration in a peripheral nerve injury model [22, 60] and correlated indirectly to improved outcomes in a TBI model [31]. IL-4 MSCs dramatically increased the M2 to M1 ratio compared to all other groups (Fig. 4e). While MSCs and rIL4 induced a higher percentage of M2-like macrophages than PBS (Fig. 4c), the M2 to M1 ratio showed no difference compared to PBS (Fig. 4e). An increase in the mRNA/Viromer Red transfection dose to MSCs greatly increased the number of M2-like macrophages (S. Fig. 3C and E) while pushing the polarization only mildly higher to 80% (S. Fig. 3D). Interestingly, the M2 to M1 ratio was lower with this higher dose suggesting a low dose is more desirable (S. Fig. 3F).

**Fig. 4:**
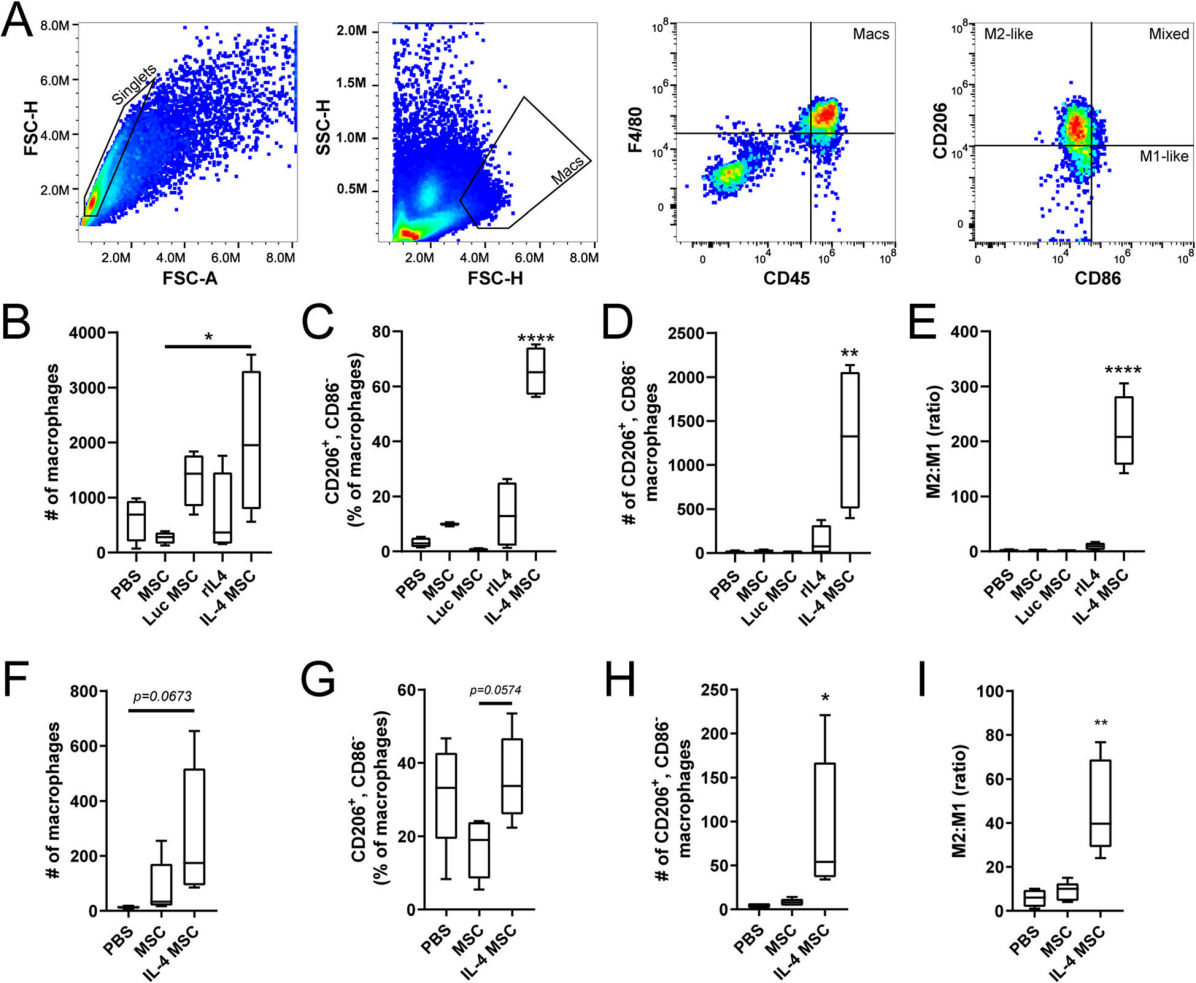
Macrophage polarization after closed head injury and treatments. **a** Flow cytometry gating to identify macrophages (CD45^high^, F4/80^+^) and M2-like macrophages (CD206^+^, CD86^−^). Labeled gates produce the subsequent image. **b**–**e** Macrophage analysis 1 week after injury, 2 days after treatment; *n* = 4, *N* = 20. **b** Number of total macrophages in the ipsilateral hemisphere for each treatment group. **c** Percentage of total macrophages that possess the M2-like phenotype (CD206^+^, CD86^−^). **d** Number of M2-like macrophages in each treatment group. **e** Ratio of M2-like to M1-like macrophages calculated by [CD206^+^, CD86^+/−^]/[CD206^−^, CD86^+^]. **f**–**i** Macrophage analysis 12 days after injury, 1 week after treatment; *n* = 5, *N* = 15. **f** Number of total macrophages. **g** Percentage of total macrophages that possess the M2-like phenotype (CD206^+^, CD86^−^). **h** Number of M2-like macrophages. **i** Modified M2 the M1 ratio. In samples where there were “0” M1-like cells, this was changed to “1” to enable calculation of ratio. Mean ± SD and one-way ANOVA used for each graph with Tukey’s post hoc; *p < 0.05, **p < 0.01, ****p < 0.0001

Next, as CHI is diffuse, we required a delivery strategy that would affect the macrophages in both the ipsilateral (left) and contralateral (right) hemispheres. We hypothesized that delivering IL-4 MSCs into a lateral ventricle, instead of the hippocampus, would induce greater CD206^+^ macrophage expression in the contralateral hemisphere. Interestingly, the number of macrophages, mean percentage M2-like polarization, and number of M2-like macrophages in both ipsi- and contralateral hemispheres was lower with an intraventricular versus an intrahippocampal injection (S. Fig. 3G-I). Thus, all subsequent injections were made into the left hippocampus.

One week after treatment, the number of macrophages had fallen in all groups (Fig. 4f) compared to 2 days after injection (Fig. 4b). The M2-like phenotype (CD206^+^, CD86^−^) dropped to ~ 37% of macrophages 1 week after IL-4 MSC injection (Fig. 4g). Intriguingly, ~ 30% of macrophages in the PBS group retained an M2-like phenotype, while ~ 20% of macrophages in the MSC only group did. However, the number of CD206^+^ macrophages was still significantly greater in the IL-4 MSC group compared to the others (Fig. 4h). A modified M2 to M1 ratio was calculated as some groups did not possess any CD206^−^, CD86^+^ cells. This ratio was again significantly higher in the IL-4 MSC group compared to PBS and MSCs alone (Fig. 4i). These data demonstrate that IL-4 MSCs can increase the number of M2-like macrophages for at least up to 1 week after delivery and comprise 60–80% of all macrophages 2 days after injection. Although 1 week after intervention similar percentages of the M2-like phenotype exist regardless of treatment, a desired M2 the M1 ratio persists with IL-4 MSCs.

### Modified CHI model induces behavioral deficits that M2-like macrophage enrichment does not improve

To assess whether our intervention has any effects on mouse behavior, we modified a published CHI model [80] to elicit motor and memory deficits. Severity of CHI was confirmed via time for the mouse to right itself from a supine position, as previous reports indicate a righting time (RT) > 10 min to indicate a severe injury [81]. Motor coordination/function was evaluated via persistence on an accelerating rotarod for at least 1 week after injury. Spatial learning and memory were using the Morris water maze (MWM), 4 weeks after injury. Our modified CHI model (with no injections) (Fig. 5a) was compared to mice receiving a sham surgical procedure: all experimental steps aside for the actual injury and injection. Injured mice demonstrated poorer rotarod performance in the first 2 weeks (Fig. 5b) and poor MWM outcomes 1 month out, compared to the sham group (Fig. 5c).

**Fig. 5:**
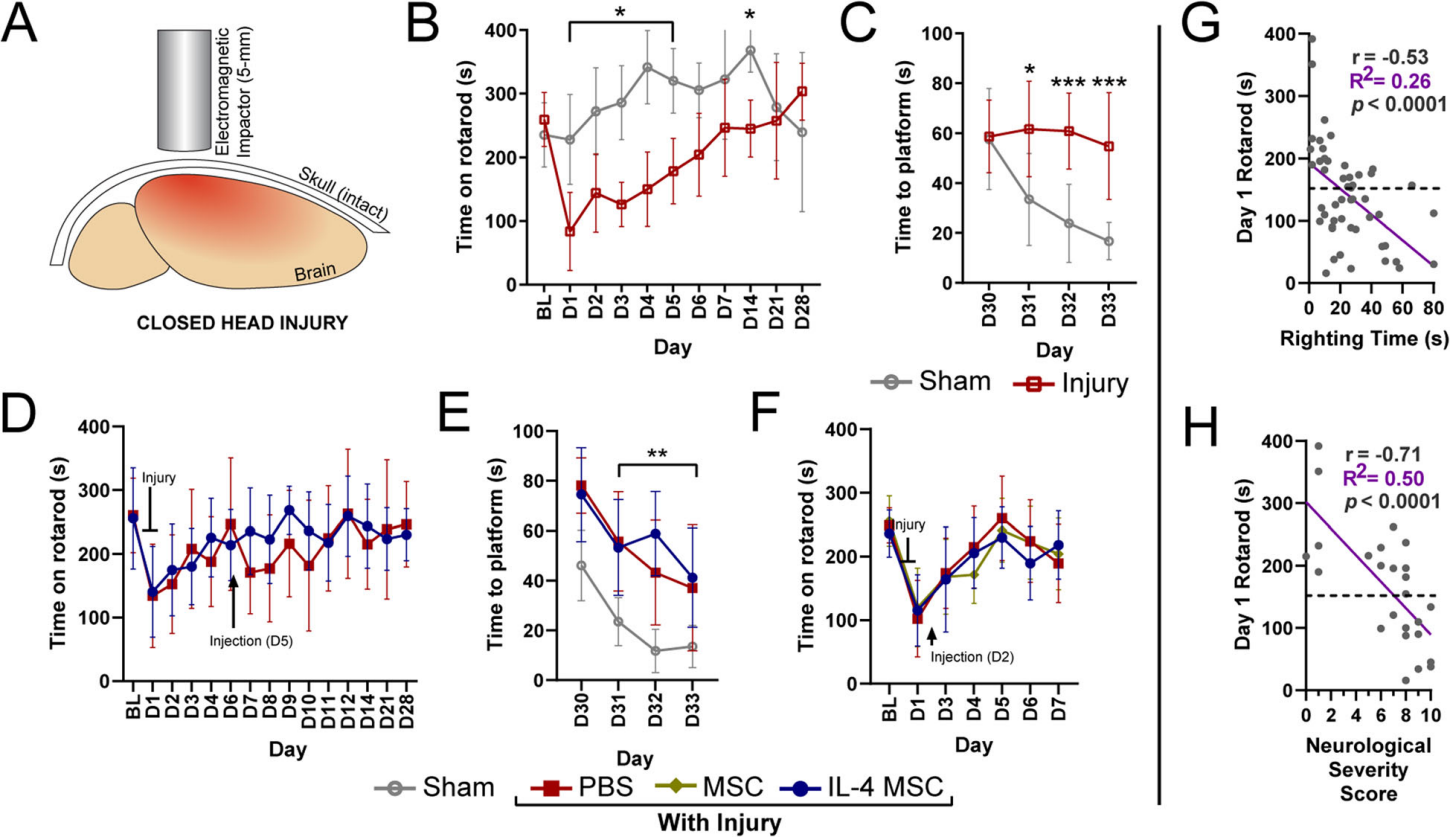
Behavioral analysis after closed head injury and treatment. **a** Illustration representing the direct impact to an intact skull in closed head injury, producing a diffuse brain injury. **b**, **c** Functional analyses in sham mice (open gray circle) and mice injured on day 0 (open red square); *n* = 10, *N* = 20. **b** Time spent running on an accelerating rotarod (4 to 40 rpm). Time was recorded when the mouse fell off or if it grabbed on to the rod for ≥ 2 consecutive spins. **c** Time taken to find the hidden glass platform in a Morris water maze (MWM) task. **d**, **e** Functional analyses in day 0 injured mice with either day 5 treatment of PBS (closed red square) or IL-4 MSC (closed green circle) (*n* = 10), or sham mice (open gray circle) (*n* = 5); *N* = 25. **d** Time spent running on an accelerating rotarod. Blunt end indicates point of injury; arrow indicates day of injection. **e** Time taken to find the hidden glass platform in a MWM task. **f** Functional analysis in day 0 injured mice with either day 2 treatment of PBS, IL-4 MSC, or wild-type MSC (closed yellow diamond); *n* = 10, *N* = 30. **f** Time spent on an accelerating rotarod with markers for day of injury and injection. BL, baseline, D, day; graphs show mean ± SD; repeated measures ANOVAs with post hoc Tukey’s in each study; *p < 0.05, **p < 0.01, ***p < 0.001. **g** Correlation of righting time (RT) after injury with day 1 rotarod (D1RR) performance. Spearman correlation conducted as D’Agostino and Pearson normality test indicated non-normal distribution. **h** Correlation of 10-point Neurological Severity Score (NSS) with D1RR. Pearson correlation coefficient calculated. Both correlations also analyzed via linear regression (purple) with ***R***^2^ values reported; dashed line indicates rotarod performance of 150 s; *p* < 0.0001

Next, we assessed whether the dramatic polarization and robust increase of CD206^+^ macrophages via IL-4 MSC treatment improved functional outcomes after CHI. Injured mice received either PBS or IL-4 MSCs 5 dpi into the left hippocampus. Rotarod assessment demonstrated no significant differences in performance between the two groups (Fig. 5d). A repeat of this experiment demonstrated similar results. MWM assessment demonstrated significant differences between the injured groups and sham, but no difference between IL-4 MSCs and PBS (Fig. 5e). At baseline, injured mice that received an intrahippocampal injection took longer to find the hidden platform than sham and those who only received an injury (Fig. 5c, e). Finally, to test the hypothesis that an earlier change in macrophage phenotype could improve outcomes, we performed intrahippocampal injections 2 dpi. However, this also did not rescue acute changes in motor function (Fig. 5f). MWM was not repeated as Fig. 5e suggests the intrahippocampal injection itself affects performance. To confirm that RT was a reasonable measure for injury severity, a correlation analysis between RT and day 1 rotarod (D1RR) performance (as a proxy for severity) was performed. RT and D1RR demonstrated a moderate (*r* = − 0.53) and significant (*p* < 0.0001) correlation. In some trials, a more laborious severity assessment, Neurologic Severity Score (NSS) [82], was calculated; this had a stronger correlation (*r* = − 0.71) with D1RR. These studies suggest that our modified CHI model induces behavioral deficits and RT and NSS can confirm injury severity. Interestingly, enrichment of M2-like macrophages via IL-4 MSC treatment, does not improve functional outcomes.

### IL-4 MSCs increase IL-4 in both cerebral hemispheres and anti-inflammatory genes

Given the conflicting M2-like polarization and behavioral data, we next explored how IL-4 MSCs affected inflammatory and anti-inflammatory cytokines and a select panel of genes. Injured mice received PBS, MSCs only, or IL-4 MSCs, and were compared to sham mice (no injury or injection). Multi-plex ELISA demonstrated that cerebral IL-4 levels were higher in the IL-4 MSC group 2 days after the intervention (1 wpi) compared to all other groups (Fig. 6a). This held true in both ipsi- and contralateral hemispheres across the groups. Within the IL-4 MSC group, IL-4 levels were also significantly higher in the ipsilateral hemisphere (0.45 ± 0.34 pg/mg) compared to the contralateral (0.03 ± 0.01 pg/mg) (Fig. 6a). IL-6, a cytokine that is also secreted by M2-like macrophages and known to have both beneficial and detrimental roles in TBI [95–98], was also significantly higher in the ipsilateral hemispheres of IL-4 MSCs mice compared to sham and PBS (Fig. 6b). There was no difference in IL-6 among the contralateral hemispheres (Fig. 6b). As anticipated, there were no significant differences in the other six inflammatory (S. Fig. 4A) and anti-inflammatory (S. Fig. 4B) cytokines studied among the four groups as cytokines tend to normalize to sham levels within a week after injury. A set of genes were investigated 1 and 3 wpi (2 and 16 days after treatment) through TaqMan Gene Expression Assays. ΔΔCT was calculated per group for each gene against all sham group mice. A selection of statistically significant genes is presented as a heatmap (Fig. 6c). The remaining non-significant gene assays, and fold changes of significant gene assays can be found in the supplement (S. Fig. 4C, S. Table 1). One week after injury, genes of two inflammatory cytokines (*il1β, ccl2*) and one anti-inflammatory cytokine (*il1rn*) were significantly upregulated at least > 2-fold in all groups (PBS, MSC, IL-4 MSC) compared to sham mice (Fig. 6c and S. Table 1). However, *il1rn* (encoding the IL-1 receptor antagonist) was upregulated 20–25× in PBS and MSC groups while it was upregulated 85× in the IL-4 MSC group (S. Table 1). M2-like genes *mrc1* (encoding CD206) and *cd163* were elevated only in the IL-4 MSC group. Numerous genes assayed were also downregulated in all groups at this 1 wpi time point (2 days after treatment) including growth factors and genes related to axonal regeneration. Three weeks after injury, *il1rn* upregulation had persisted in MSC and IL-4 MSC groups. Genes encoding growth factors and markers of neurogenesis tended to increase in expression at the 3-week time point; however, most of these did not reach statistical significance (S. Fig. 4C). The IL-4 MSC group also had statistically elevated *sox2* (associated with neurogenesis or stem cells) and *casp7* (associated with apoptosis). These data suggest that while IL-4 MSCs acutely increase intracranial IL-4 levels and alters genes associated with inflammation, there is little to no long-term effect on genes associated with neurogenesis or growth factors.

**Fig. 6:**
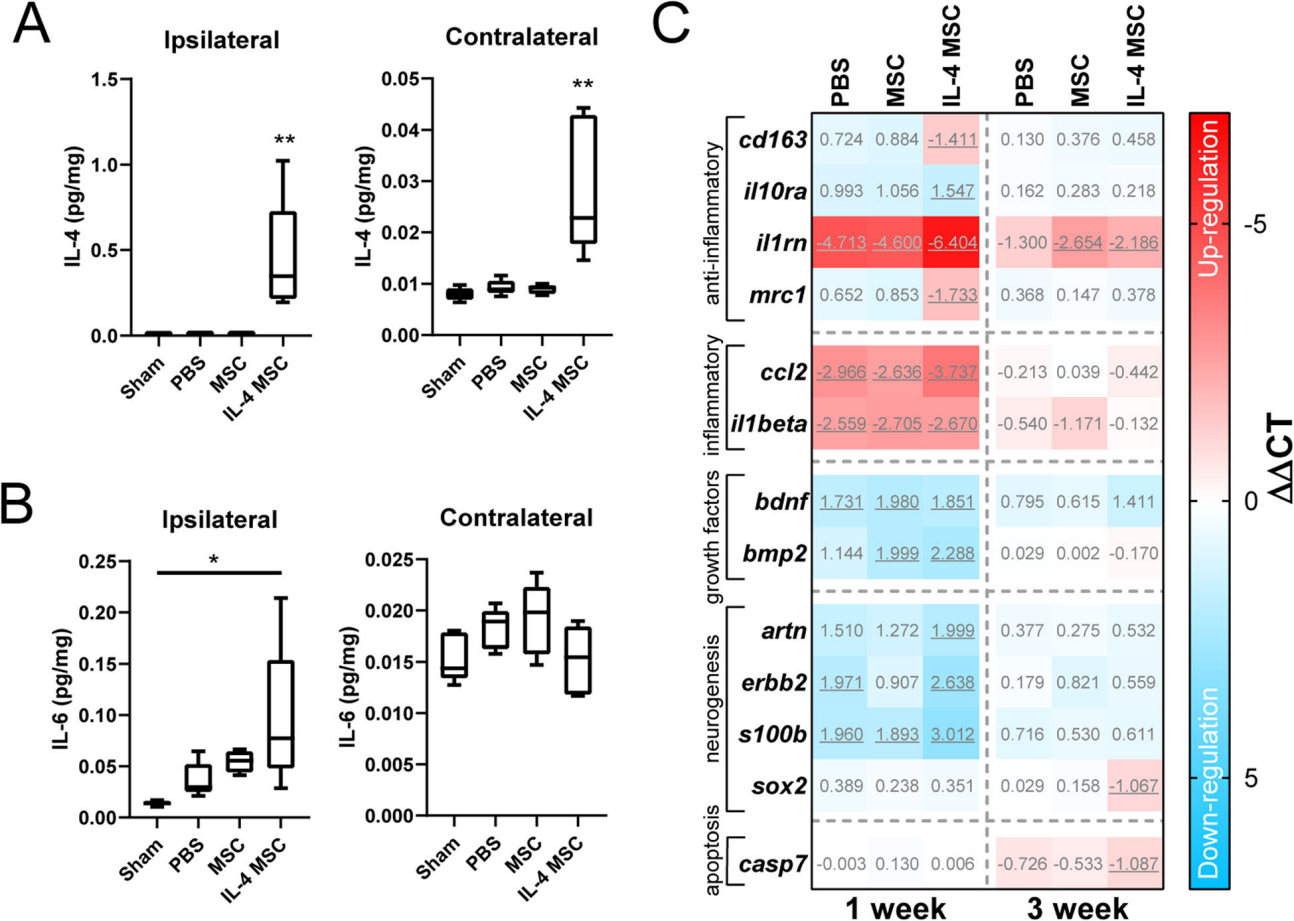
Molecular analysis of injured and treated brain tissue. **a**–**c** Protein analysis at day 7 of brain from sham mice and mice injured (day 0) and treated on day 5 with either PBS, MSCs, or IL-4 MSCs; *n* = 5, *N* = 20. **a** Amount of interleukin-4 (IL-4) in ipsilateral and contralateral cortical samples, normalized to total protein present in the cortical sample, for each mouse group. **b** Amount of interleukin-6 (IL-6) in ipsilateral and contralateral cortical samples, normalized to total protein present in the cortical sample, for each mouse group. Graphs present mean ± SD; one-way ANOVA carried out for each with a post hoc Tukey’s comparison; *p < 0.05, **p < 0.01. **c** Gene analysis at 1 week or 3 weeks after injury and day 5 treatment with either PBS, MSCs, or IL-4 MSCs (*n* = 5) and sham mice as biological controls (*n* = 10); *N* = 40. **c** Heatmap of 13 select genes demonstrating up- (red) or down- (blue) regulation of genes with ΔΔCT values. Underlined values had a corrected *p* value < 0.05 as reported by the analysis tool

### IL-4 MSCs increase macrophages but these do not reduce astrogliosis or neuronal degeneration

We next scrutinized histological changes due to the absence of behavioral differences in the presence of increased M2-like macrophages. Markers for macrophages, astrogliosis, and neuronal degeneration were evaluated through immunohistochemistry (IHC) at 1 and 3 wpi (2 and 16 days after treatment) (Fig. 7 and S. Fig. 5). Mice were injured and treated with either PBS, MSCs, or IL-4 MSCs and compared to sham mice. Brain regions analyzed included ipsilateral and contralateral hippocampi, cortices, and the corpus callosum. Mean fluorescence was quantified through a semi-automated custom ImageJ script (Supplementary File 1). GFAP (a marker for reactive astrocytes) was elevated in all injured groups compared to sham (Fig. 7a) at both time points in both cortices (Fig. 7b, c and S. Fig. 5C). Expression of GFAP tended to be greater in the injected hemisphere (ipsilateral, left) at 1 wpi compared to the contralateral hemisphere and was also elevated in the ipsilateral hippocampus. However, there was no difference among the treatment groups. CD68 (a marker for macrophages) was absent in the sham group (Fig. 7d) but significantly elevated in all injury groups in both hemispheres (Fig. 7e–g and S. Fig. 5D). CD68 expression was greater in the IL-4 MSC group compared to PBS in both the ipsilateral cortex and corpus callosum (Fig. 7f, g). CD68^+^ cells were also seen across the corpus callosum and in the contralateral hemisphere (Fig. 7g). We also observed dramatic structural alterations in the ipsilateral hippocampus caused by the injection needle (Fig. 7e, g). At 3 wpi, in the MSC and IL-4 MSC groups, a cluster of cells was often found surrounded by macrophages (Fig. 7h, left). MSCs were absent in the PBS group, but staining nonetheless indicated presence of macrophages and microglia (Fig. 7h, right). Fluoro-Jade C staining demonstrated no neuronal degeneration in sham mice (Fig. 7i) but was detectable in all injured groups at both time points (Fig. 7j, k and S. Fig. 5E). Greater staining was visible in the cortices and hippocampus at 1 wpi (Fig. 7j and S. Fig. 5E) than at 3 wpi. These histological assessments demonstrate that IL-4 MSCs recruit numerous macrophages, but those macrophages fail to reduce the diffuse astrocytosis or neuronal degeneration our CHI model induces.

**Fig. 7:**
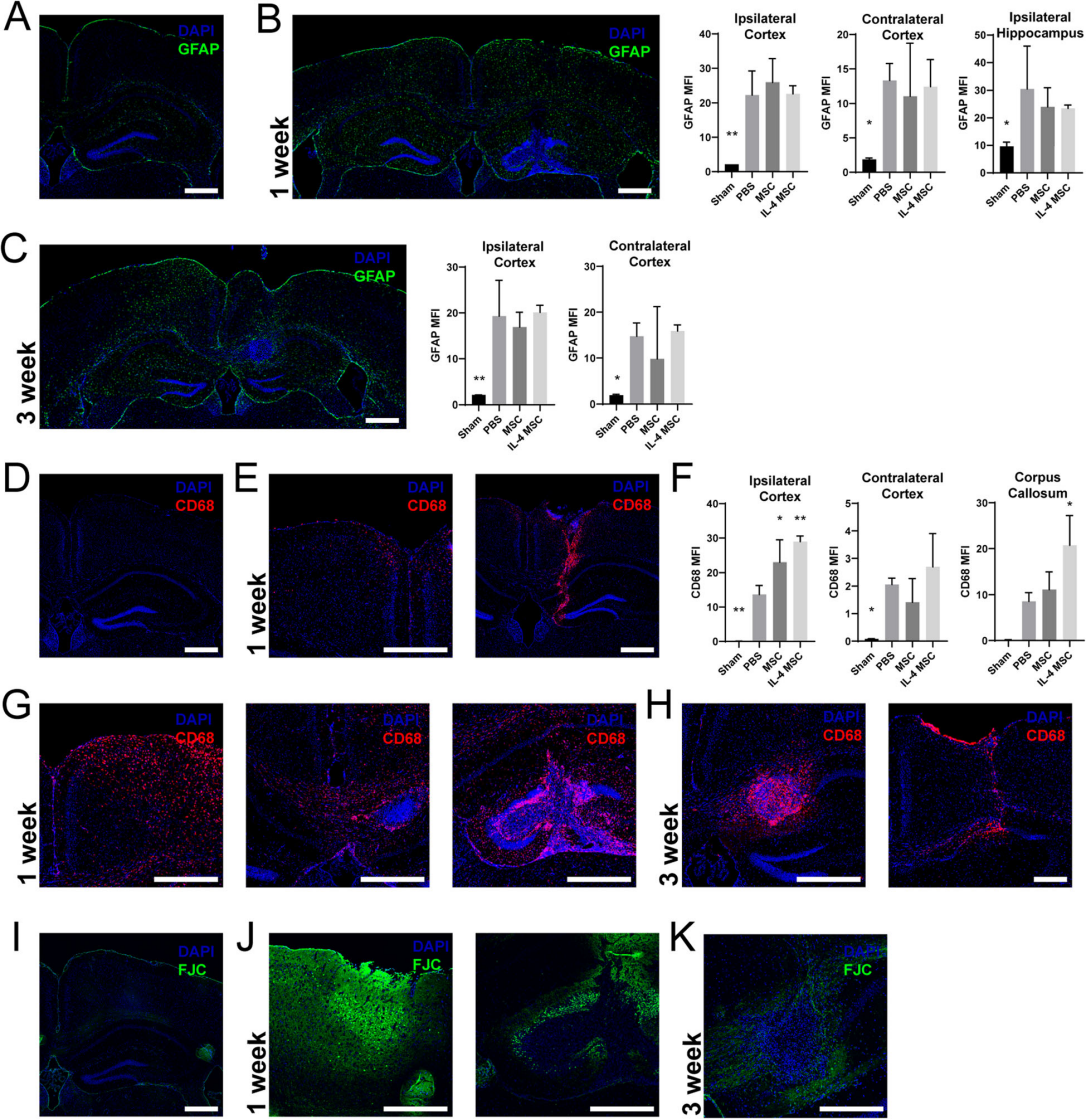
Immunohistochemical analysis of injured and treated brains at 1 and 3 weeks after injury. **a** Representative image of mouse brain section from sham group stained for GFAP (green) and DAPI (blue). **b** Representative image of mouse brain section from an injured group 1 week after injury. Image demonstrates diffuse reactive astrocytosis in both hemispheres. Graphs show mean fluorescence intensity (MFI) of GFAP in the ipsilateral and contralateral cortices, and the ipsilateral hippocampus for each group. **c** Representative image of a mouse brain section from an injured group 3 weeks after injury and stained for GFAP and DAPI. Graphs show GFAP MFI in the cortices for each group at this time point. **d** Representative image of brain section from the sham mouse group stained for DAPI (blue) and CD68 (red). **e** Representative sections from an injured mouse brain 1 week after injury who received PBS treatment on day 5. Left image shows macrophage infiltration in the contralateral cortex. Right image shows the extent of needle damaging the cortex and macrophage infiltration. **f** Graphs depict CD68 MFI across the treatment groups in both cortices and the corpus callosum. **g** Representative images from an injured mouse brain 1 week after injury who received IL-4 MSCs on day 5. Left image shows extensive macrophage infiltration in the left cortex. Middle image shows macrophage migration in the corpus callosum. Right image shows needle-induced damage and macrophage infiltration of the hippocampus. **h** Representative images from brains 3 weeks after injury. Left image is a section from a mouse treated with IL-4 MSCs. It shows a cluster of cells surrounded by macrophages. Right image is a section from a mouse treated with PBS. **i** Representative image of brain section from sham mouse group stained with DAPI and Fluoro-Jade C. **j** Representative images 1 week after brain injury. Left images demonstrate neuronal degeneration in the cortex. Right image shows neuronal degeneration in the hippocampus. **k** Representative image 3 weeks after brain injury with less neuronal degeneration than after the first week. Graphs shows mean ± SD; one-way ANOVAs with Dunnett’s multiple comparison against the PBS group. *p**<** 0.05, **p < 0.01

### IL-4 MSC recruited macrophages do not improve white matter integrity after injury

In brain repair, M2-like macrophages are associated with improved white matter integrity (WMI) [24, 25]. To assess whether the M2-like phenotype induced by IL-4 MSCs improved WMI after TBI, a subset of injured mice treated with PBS or IL-4 MSCs and a subset of sham mice were scanned 5 wpi with diffusion-weighted MRI (Fig. 8a, b). The images were mapped to a dataset to automatically orient and identify white matter regions of interest (Fig. 8a, b). Values of fractional anisotropy (FA) and diffusivity (axial, radial, and mean) were obtained for each region. White matter tracts are anisotropic and when subjected to trauma, this anisotropy is reduced [99, 100]. Thus, we hypothesized that our injury would also disrupt white matter tracts and thus reduce FA while increasing diffusivity. Compared to sham, FA values were lower in the PBS and IL-4 MSC groups in all white matter tracts; however, no difference was observed between the two treatments (Fig. 8c). FA was particularly reduced in the brachium of the superior colliculus, corpus callosum, and optic tracts (Fig. 8c) of both injured and treated groups. While there were trends in diffusivity measures, differences between groups were not statistically significant. This MRI study demonstrated that while injury reduced WMI, M2-like macrophage enrichment via IL-4 MSCs did not improve WMI 1 month after delivery.

**Fig. 8:**
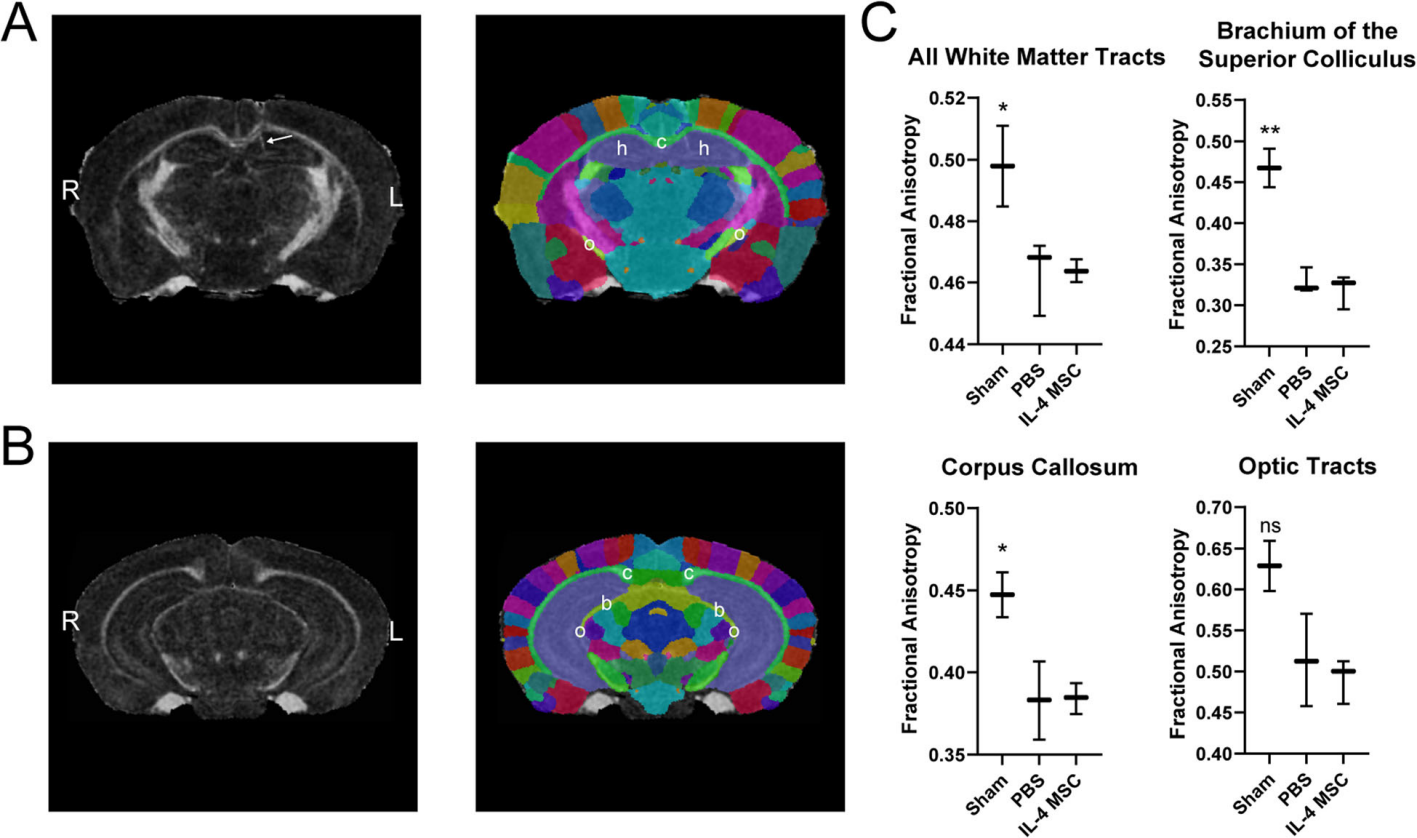
Diffusion-weighted magnetic resonance imaging to assess white matter integrity 1 month after injury. **a**, **b** Left images are representative coronal brain slices of fractional anisotropy. Right images are corresponding map of cortical regions. Arrow indicates injection artifact. b, brachium of the superior colliculus; c, corpus callosum; h, hippocampus; o, optic tract. **c** Fractional anistropy values of each region per treatment group. Sham *n* = 2, PBS *n* = 3, IL-4 MSCs *n* = 3, ***N*** = 8; graphs present mean ± SD; one-way ANOVAs with post hoc Dunnett’s multiple comparison against the PBS group; ns, not significant, *p < 0.05, **p < 0.01

### Transcriptomics elucidates persistent inflammation and poor regeneration

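RNA-seq was done on tissue around the treatment site of 34 mice, 1 library per mouse. The sample labels give the tissue as left cortex, whereas the paper describes it as the injection region of the hemisphere. Injections were made into the left hippocampus, so the samples may hold regions other than cortex. Sham mice were neither injured nor injected. Injured mice received PBS, MSCs or IL-4 MSCs, which are MSCs transfected with synthetic IL-4 mRNA, on day 5 after injury. A difference from Sham thus joins the effect of injury with that of the injection into the sampled region. No RNA-seq group received MSCs transfected with another mRNA, so IL-4 MSCs against MSCs does not separate IL-4 from the transfection. Tissue of the 1 wpi groups was taken 2 days after treatment and that of the 3 wpi groups 16 days after treatment. Each group had 5 mice except PBS at 3 wpi, which had 4 because the authors excluded a mouse whose transcript counts were anomalous. The 5 sham mice, 2 collected at 1 week and 3 at 3 weeks, form a single Sham group in the paper and were kept as one here. In the sample labels, the number before the dash is the same for all mice of a treated group and differs between groups, and the sham mice have one such number for each week. The paper's text does not say what this number stands for, and anything that went with it could not be told apart from the group. The authors trimmed the reads with cutadapt, assigned them to protein-coding GENCODE transcripts with kallisto, and deposited estimated counts summed over the transcripts of each of 21203 genes, without normalization. The libraries held between 29838423 and 41554322 estimated counts, with a median of 32775726 in Sham, 31657310, 32349824 and 33718394 in PBS, MSCs and IL-4 MSCs at 1 wpi, and 32037451 and 35701068 in MSCs and IL-4 MSCs at 3 wpi. At these depths 3 counts, taken as the lowest detectable level, correspond to between 0.0722 and 0.101 CPM, the counts scaled for library size, and this level covers counting error only. Across genes, which are not independent replicates, log2 CPM correlated between mice of the same group with Pearson's r between 0.981 and 0.994 in 66 pairs, and each pair differed by more than counting error, with a chi-square per gene between 3.27 and 52.4. Groups were compared with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of all libraries over the 17131 genes that passed a filter on low counts. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were counted as changed in each of 15 comparisons. All tests were two-sided. Gene positions are those of GRCm38.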

To develop a mechanistic understanding of the link between elevated M2-like macrophage polarization and most measures of wound healing, we investigated the transcriptome at the treatment area using RNA-seq at 1 and 3 wpi (Fig. 9). 

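For the pathway groups, 18 lists of genes compiled by hand were scored in each mouse, since the pathway collections used by the authors in g:Profiler and GSEA were not at hand. A mouse's score was the mean log2 CPM, with a prior count of 2, over the listed genes that were tested. A difference of 1 between groups is a 2-fold difference of the geometric mean. Each list was compared between groups in the 15 comparisons by exact permutation of the mice, and the 270 p-values were adjusted together. The smallest exact permutation p that 5 mice against 5 or 4 can give is 0.00794, and its adjusted value was 0.0197. A list score reported without overlap of the mice and without its own p had this smallest p. Of the 270 comparisons, 139 had an adjusted p under 0.05. For each list the changed genes were also counted, once with p-values adjusted over all genes tested and once over the list alone.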

To contextualize the data, over-represented pathways were consolidated (S. Table 2 and 4), and significantly enriched pathways were separated into pathway groups (S. Table 3). Overall, IL-4 MSCs induced more significantly upregulated genes at 1 wpi than any other group (Fig. 9a). However, this upregulation was absent at 3 wpi (Fig. 9a).

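At 1 wpi, 6330 genes differed between IL-4 MSCs and Sham, of which 3157 were higher and 3173 lower. In MSCs 3057 genes differed from Sham, 1876 of them higher, and in PBS 2357 genes differed, 1495 of them higher. IL-4 MSCs shared 1388 of the 1495 genes that were higher in PBS and 1766 of the 1876 that were higher in MSCs. The values of the 5 IL-4 MSC mice did not overlap those of the 5 sham mice in 4940 genes, 28.8% of the genes tested, where chance gives 0.794%. The alternative that moved these counts most was an added requirement of a log2 fold change of at least 1 in either direction, under which 1086 genes were higher and 28 lower in IL-4 MSCs than in Sham, 504 higher and 13 lower in MSCs and 407 higher and 7 lower in PBS. Against PBS, 2974 genes differed in IL-4 MSCs, 1918 of them higher, and against MSCs 1488 genes differed, 1312 of them higher. Both comparisons called 1239 higher genes in common. Between MSCs and PBS, 21 genes differed and all 21 were higher in MSCs. In the authors' deposited table, 2991 genes are higher than in Sham at a q-value under 0.05 in IL-4 MSCs, 1494 in MSCs and 1151 in PBS. Striatum lies next to the cortex, and the sampled region may have held some of it. The mean log2 CPM of 13 marker genes of striatum was 0.88 higher in IL-4 MSCs than in PBS at 1 wpi, and the groups did not overlap (exact permutation p = 0.00794, adjusted p = 0.146 over 165 comparisons of tissue markers). With this score as a covariate, chosen after the data were seen, 2432 genes differed between IL-4 MSCs and PBS and 1575 between IL-4 MSCs and MSCs at 1 wpi.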

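At 3 wpi, 732 genes differed between IL-4 MSCs and Sham, 472 higher and 260 lower. MSCs differed from Sham in 197 genes, 191 of them higher, and PBS in 5 genes, 4 of them higher. Of the 191 genes that were higher in MSCs, 112 were also among the 472. Between treatments, IL-4 MSCs had 371 higher and 133 lower genes than PBS, and 392 higher and 202 lower genes than MSCs. MSCs had 14 higher genes than PBS and no lower gene. The genes higher in IL-4 MSCs than in PBS at 1 wpi and at 3 wpi had 65 in common. From 1 to 3 wpi, 2842 of the 5654 changed genes fell in IL-4 MSCs, 845 of 1054 in MSCs and 839 of 944 in PBS. Of the genes that also changed by a log2 fold change of at least 1, 917 of 989 fell in IL-4 MSCs, 185 of 208 in MSCs and 217 of 218 in PBS. The counts at 3 wpi depended on which libraries were fitted together. With only the 2 groups of a comparison in the fit, 102 genes differed between IL-4 MSCs and Sham, and 0 between IL-4 MSCs and PBS or MSCs, with 2431 and 2272 genes at an unadjusted p under 0.05. The striatum marker score was 1.90 higher in IL-4 MSCs than in PBS (exact permutation p = 0.0317, adjusted p = 0.291) and 1.65 higher than in MSCs (exact permutation p = 0.0317). With this score as a covariate, which was chosen after the data were seen, 109 genes differed between IL-4 MSCs and Sham, 5 between IL-4 MSCs and PBS, and 0 between IL-4 MSCs and MSCs, where 1534 genes had an unadjusted p under 0.05. Of 100 splits of the mice of each pair of groups, the real split included, 6 gave as many genes for IL-4 MSCs against PBS, 5 against MSCs and 3 against Sham. The authors' deposited table has 208 genes higher and 120 lower in IL-4 MSCs than in Sham at 3 wpi. It has 65 higher and 29 lower than in PBS, and 25 higher and 31 lower than in MSCs. In the comparison with MSCs the higher genes are thus not the majority in that table.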

**Fig. 9:**
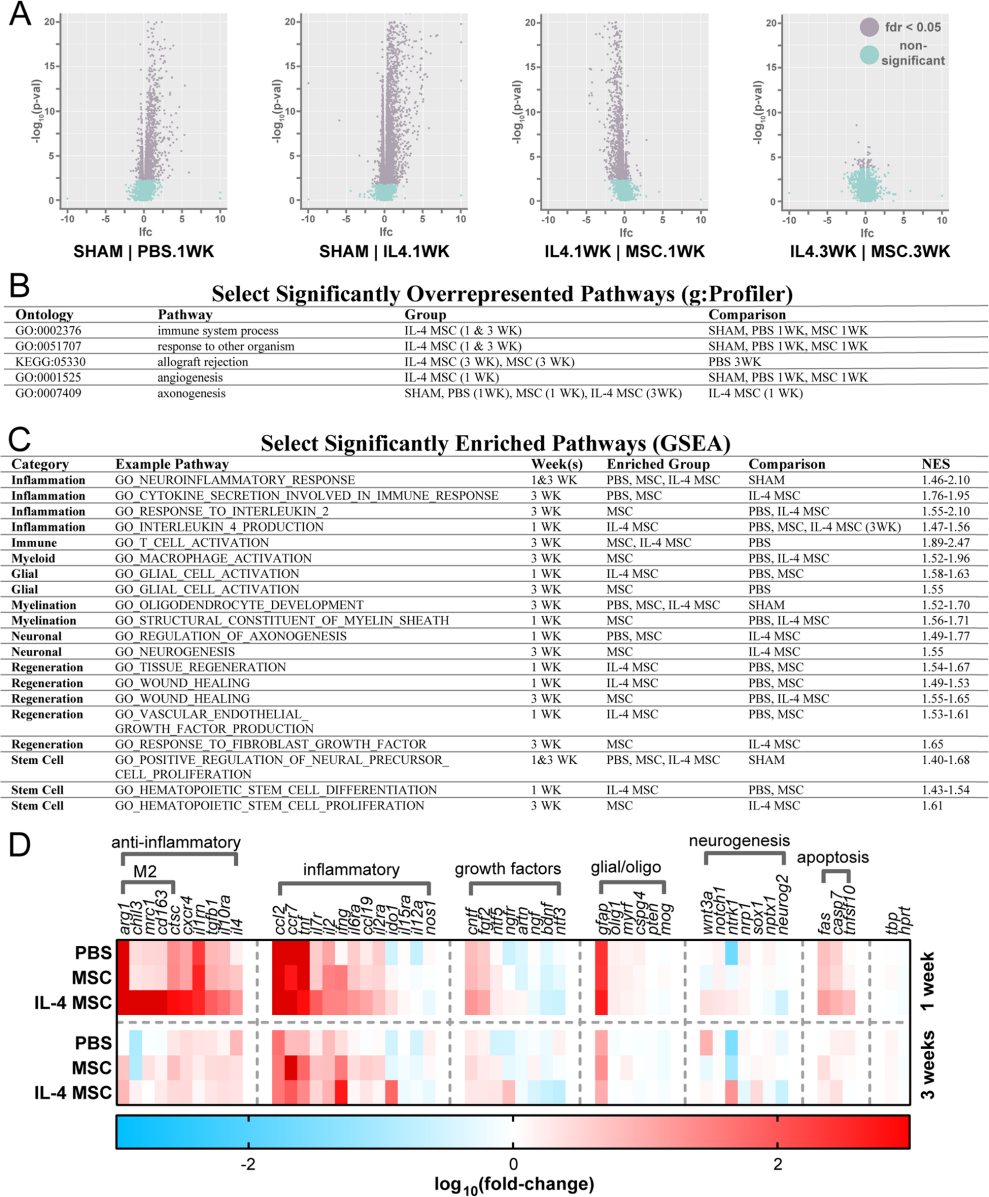
Transcriptomic analysis of mouse brains local to site of intervention at 1 and 3 weeks. **a** Volcano plots demonstrating that IL-4 MSCs induced the most alterations in gene expression. Each graph presents genes of the latter condition vs. the former condition. **b** Select significantly over-represented pathways identified through g:Profiler and reported in S. Table 1. **c** Select significantly enriched pathways identified through Gene Set Enrichment Analysis and Molecular Signatures Database v7.0, Collection C5, reported in S. Table 2. **d** A heatmap presenting a selection of genes up- or downregulated compared to the Sham group

As expected, numerous immune response and inflammation pathways were upregulated acutely by all groups compared to sham. However, although leukocyte numbers and inflammatory cytokines were reduced in prior data by 3 wpi (Fig. 4 and 6), inflammation-associated pathways and genes were still upregulated here (Fig. 9b–d). 

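The list of inflammatory mediators had 25 genes tested, among them interleukins, chemokines and Toll-like receptors. At 1 wpi its score was 1.77 higher in PBS than in Sham, 1.83 higher in MSCs and 2.71 higher in IL-4 MSCs, and in each comparison every injured mouse scored above every sham mouse. The choice that moved these differences most was the prior count, since a prior count of 0.1 gave 2.29, 2.34 and 3.30. In each of the 3 injured groups 22 of the 25 genes were higher than in Sham, and 23 when adjusted over the list alone. Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) encodes a chemokine that attracts monocytes. It had 6.78 ± 2.20 CPM (SD, n = 5) in IL-4 MSCs and 0.0658 ± 0.0667 CPM (SD, n = 5) in Sham, where its counts were between 0 and 5. Its log2 fold change from Sham was 6.63 in IL-4 MSCs (SE 0.56, adjusted p = 3.33e-11), 4.37 in MSCs (SE 0.62, adjusted p = 3.80e-06) and 4.32 in PBS (SE 0.62, adjusted p = 7.21e-06). Gfap (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912) is a marker of reactive astrocytes. It rose from 182 ± 22.7 CPM in Sham to 945 ± 152 CPM in PBS, 924 ± 73.2 CPM in MSCs and 1134 ± 176 CPM in IL-4 MSCs (SD, n = 5 each). The log2 fold changes of Gfap were 2.38, 2.34 and 2.64, with adjusted p-values of 5.53e-10, 3.84e-10 and 6.04e-13. Il1rn (ENSMUSG00000026981, chromosome 2, 24336853 to 24351494) encodes the interleukin-1 receptor antagonist. It had 3.53 ± 0.898 CPM in IL-4 MSCs and 0.706 ± 0.125 CPM in Sham (SD, n = 5 each), a log2 fold change of 2.32 (SE 0.70, adjusted p = 0.00897). Against only the sham mice of the same week, the log2 fold change of Il1rn was 2.38 and no longer past the threshold (adjusted p = 0.0673). In PBS and MSCs at 1 wpi, replicate 2 of each group had 3.41 and 3.76 log2 CPM of Il1rn, and the other mice at most 0.56 and 0.35. Whether Il1rn rose in IL-4 MSCs alone is therefore not shown by these libraries. In the paper's qPCR at 1 wpi, il1rn rose in all 3 injured groups and most in IL-4 MSCs. Its fold change in IL-4 MSCs was larger there than in these libraries.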

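At 3 wpi the inflammatory mediator score was 0.85 higher in MSCs than in Sham, without overlap of the mice, and 0.70 higher in IL-4 MSCs (exact permutation p = 0.0159, adjusted p = 0.0330). In PBS it was 0.47 higher (exact permutation p = 0.0317, adjusted p = 0.0595). Camera allows for correlation between genes and asks whether a list changed more than the other genes. Differences given with it are those after the mean of all expressed genes was subtracted. With camera the difference of IL-4 MSCs was 0.66 and not past the threshold (adjusted p = 0.152). With the median in place of the mean, the difference of MSCs was 0.56 (adjusted p = 0.0671). Of the 25 genes, 6 were higher than in Sham in MSCs, 6 in IL-4 MSCs and 0 in PBS, and adjusted over the list alone 11, 7 and 1 were higher. Gfap had a log2 fold change from Sham of 1.28 in MSCs (SE 0.18, adjusted p = 7.53e-05), 0.97 in IL-4 MSCs (SE 0.18, adjusted p = 0.00251) and 1.03 in PBS (SE 0.19, adjusted p = 0.0273). When only the 2 groups compared were fitted, the adjusted p of Gfap was 0.0586 in IL-4 MSCs and 0.161 in PBS. C4b (ENSMUSG00000073418, chromosome 17, 34728380 to 34743882) is a complement gene with a paralogue, C4a, that can share its reads. In PBS it had 78.1 ± 22.2 CPM (SD, n = 4) against 33.0 ± 5.95 CPM in Sham (SD, n = 5), with an adjusted p of 0.00402. Itgax (ENSMUSG00000030789, chromosome 7, 128129547 to 128150657) encodes the integrin CD11c and had 1.65 ± 0.826 CPM (SD, n = 4) in PBS against 0.313 ± 0.148 CPM in Sham (SD, n = 5), with an adjusted p of 0.0413. Fitted with Sham alone, C4b and Itgax had adjusted p-values of 0.184 and 0.316. Ccl2 in MSCs had a log2 fold change of 1.58 from Sham at 3 wpi (SE 0.83, adjusted p = 0.501). Among the genes of the inflammatory panel in Fig. 9d, 10 had enough counts to be tested, and 1 was higher than in Sham in MSCs, 1 in IL-4 MSCs and 0 in PBS (5, 1 and 0 when adjusted over the panel alone). Differences in Ifng were not detectable at this depth, since it had at most 3 counts in all 34 libraries, and Il2 and Tnf were at that level in 30 and 22 libraries.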

Specifically, cytokine, inflammatory interleukin, T cell, and macrophage pathway groups were chronically upregulated by MSCs compared to PBS, but this effect was absent in the IL-4 MSC group (Fig. 9c). 

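The T cell list of 26 genes scored 0.97 higher in MSCs than in PBS at 3 wpi and 0.92 higher in IL-4 MSCs than in PBS. In both comparisons every treated mouse scored above every PBS mouse, with an exact permutation p = 0.0159 and adjusted p = 0.0330 for IL-4 MSCs. Between IL-4 MSCs and MSCs the T cell score differed by -0.046 (exact permutation p = 0.817, adjusted p = 0.876). With each mouse left out in turn, the T cell difference stayed between 0.82 and 1.07 for MSCs and between 0.88 and 1.05 for IL-4 MSCs. Of the 26 genes, 4 were higher in MSCs than in PBS and 10 in IL-4 MSCs, and 15 and 13 when adjusted over the list alone. Cd3e (ENSMUSG00000032093, chromosome 9, 44998740 to 45009627) encodes a subunit of the T cell receptor complex. It had 0.601 ± 0.276 CPM in MSCs (SD, n = 5), 0.449 ± 0.110 CPM in IL-4 MSCs (SD, n = 5) and 0.119 ± 0.0369 CPM in PBS (SD, n = 4), where its counts were between 3 and 5. Its log2 fold change from PBS was 2.35 in MSCs (SE 0.43, adjusted p = 0.00914) and 1.91 in IL-4 MSCs (SE 0.44, adjusted p = 0.0134). Neither passed the threshold when only the 2 groups compared were fitted (adjusted p = 0.630 and 0.163). With the striatum score as a covariate, the log2 fold change of Cd3e was 2.38 in MSCs (adjusted p = 0.00804) and 2.33 in IL-4 MSCs, where it was not past the threshold (adjusted p = 0.137). The inflammatory mediator score was 0.37 higher in MSCs than in PBS (exact permutation p = 0.246, adjusted p = 0.335) and 0.23 higher in IL-4 MSCs than in PBS (exact permutation p = 0.302, adjusted p = 0.399). Of its 25 genes, 1 was higher in MSCs than in PBS, and 2 when adjusted over the list alone. In IL-4 MSCs 1 was higher than in PBS under either adjustment. The macrophage score was 0.32 higher in MSCs than in PBS (exact permutation p = 0.262, adjusted p = 0.354), and 0 of its 21 genes differed under either adjustment.

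**Figure D1:**
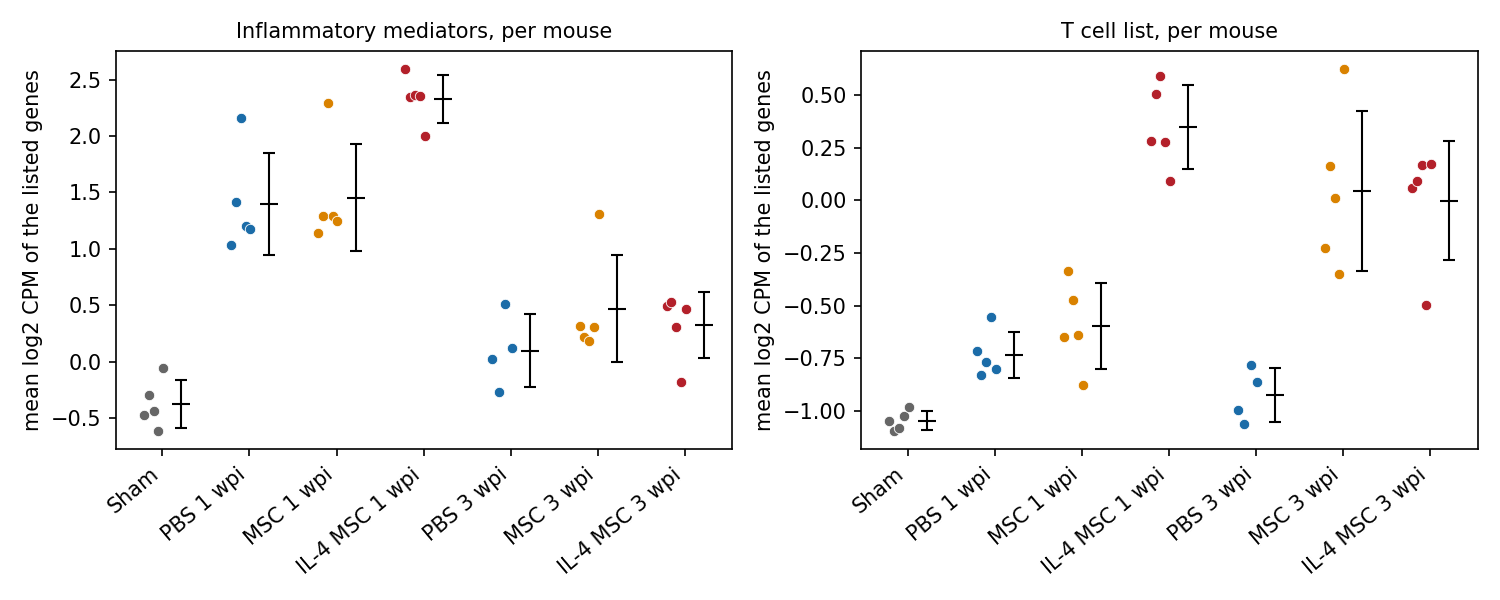
Scores of the inflammatory mediator list and the T cell list in each mouse, as the mean log2 CPM of the listed genes (vertical axis), by group (horizontal axis). Points are mice coloured by treatment and black dashes with bars are the group mean ± SD. At 3 wpi the mean T cell score is -0.92 in PBS, 0.044 in MSCs and -0.0015 in IL-4 MSCs.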

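A list of 30 genes induced by IL-4 in macrophages and microglia, among them Arg1, Chil3, Mrc1, Retnla and Cd163, had a score at 1 wpi of 3.38 ± 0.093 in IL-4 MSCs, 0.97 ± 0.19 in MSCs and 0.85 ± 0.11 in PBS (SD, n = 5 each). The differences of IL-4 MSCs were 2.53 from PBS and 2.41 from MSCs, and every IL-4 MSC mouse scored above every mouse of the other 2 groups. Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) encodes arginase 1. It had 146 ± 23.5 CPM in IL-4 MSCs and 2.37 ± 2.62 CPM in PBS (SD, n = 5 each), a log2 fold change of 5.94 (SE 0.45, adjusted p = 1.96e-11). Its log2 fold change from MSCs was 5.58 (SE 0.43, adjusted p = 6.27e-11). Chil3 (ENSMUSG00000040809, chromosome 3, 106147554 to 106167564) encodes a chitinase-like protein. Its estimated counts were not whole numbers, since kallisto divides reads shared with similar genes. Chil3 had 144 ± 45.9 CPM in IL-4 MSCs and 0.672 ± 0.229 CPM in PBS (SD, n = 5 each), a log2 fold change of 7.74 (SE 0.37, adjusted p = 6.17e-16). Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) encodes the macrophage mannose receptor CD206. It had 91.5 ± 9.70 CPM in IL-4 MSCs and 9.48 ± 0.537 CPM in PBS (SD, n = 5 each), a log2 fold change of 3.27 (SE 0.18, adjusted p = 1.25e-14) and of 3.37 from MSCs (SE 0.18, adjusted p = 7.45e-15). The Il4 gene itself (ENSMUSG00000000869) had between 4 and 12 counts in the IL-4 MSC libraries at 1 wpi, with a median of 9, against a median of 5 over all libraries. Its median was 4 in PBS and 5 in MSCs at 1 wpi, and 4 in Sham. The counts of these groups overlapped and lay near the lowest detectable level.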

Pathways related to IL-4 were enriched by IL-4 MSCs compared to PBS and MSCs at 1 wpi (Fig. 9c). However, these pathways were not enriched at 3 wpi, suggesting that the IL-4 response does not persist. 

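At 3 wpi the IL-4 response score was 0.29 higher in IL-4 MSCs than in PBS, without overlap of the mice (exact permutation p = 0.0159, adjusted p = 0.0330), and 0.28 higher than in Sham, again without overlap. Against MSCs it was 0.036 higher (exact permutation p = 0.921). The difference from PBS was 0.21 with the median over the genes of the list (adjusted p = 0.188) and 0.27 when tested with camera (adjusted p = 0.304), neither of them past the threshold. Of the 30 genes, 2 were higher in IL-4 MSCs than in PBS and 3 when adjusted over the list alone. The difference between IL-4 MSCs and MSCs was 2.37 larger at 1 wpi than at 3 wpi (exact permutation p = 0.00431, adjusted p = 0.0391 over 54 tests of the week), and that between IL-4 MSCs and PBS was 2.24 larger (exact permutation p = 0.00791, adjusted p = 0.0565). Mrc1 had 6.96 ± 0.380 CPM in IL-4 MSCs (SD, n = 5) and 6.60 ± 0.772 CPM in PBS (SD, n = 4) at 3 wpi, a log2 fold change of 0.069 (SE 0.20, adjusted p = 0.914).

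**Figure D2:**
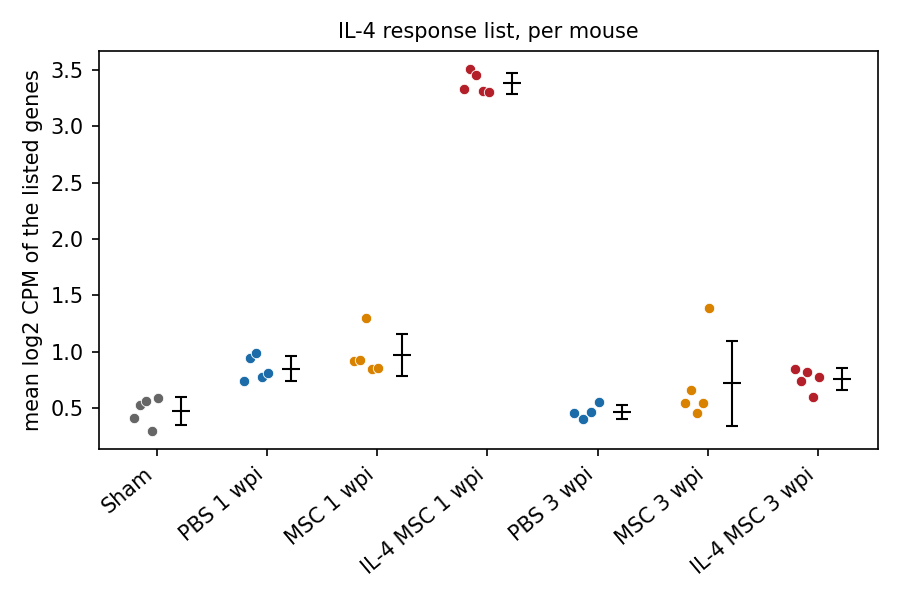
Score of the IL-4 response list in each mouse, as the mean log2 CPM of the 30 genes (vertical axis), by group (horizontal axis). Points are mice coloured by treatment and black dashes with bars are the group mean ± SD. The mean of IL-4 MSCs is 3.38 at 1 wpi and 0.76 at 3 wpi, and that of Sham is 0.48.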

Ultimately, while fewer inflammatory pathways were over-represented by IL-4 MSCs compared to MSCs, general inflammation pathways were enriched and genes upregulated by all groups compared to sham at 3 wpi.

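Between IL-4 MSCs and MSCs at 3 wpi, the inflammatory mediator score differed by -0.15 (exact permutation p = 0.643), and 0 of the 25 genes differed under either adjustment. The macrophage score was higher than in Sham by 0.75 in MSCs and by 0.74 in IL-4 MSCs (exact permutation p = 0.0238 and adjusted p = 0.0462 for each). Tested with camera, the macrophage difference of IL-4 MSCs was 0.70 and not past the threshold (adjusted p = 0.0914). Of the 21 macrophage genes, 5 were higher than in Sham in MSCs and 9 in IL-4 MSCs, and 17 and 12 when adjusted over the list alone.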

Alongside persistent inflammation, pathways of axonogenesis were over-represented at 1 wpi (Fig. 9b) in Sham, MSC, and PBS groups, and enriched (Fig. 9c) in MSC and PBS groups compared to IL-4 MSCs at 1 wpi. 

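A list of 45 genes of axon guidance and growth scored 6.84 ± 0.034 in Sham, 6.80 ± 0.062 in PBS, 6.74 ± 0.042 in MSCs and 6.66 ± 0.053 in IL-4 MSCs at 1 wpi (SD, n = 5 each). IL-4 MSCs differed by -0.14 from PBS and by -0.18 from Sham, and every IL-4 MSC mouse scored below every mouse of those groups. From MSCs they differed by -0.080 (exact permutation p = 0.0397, adjusted p = 0.0710), and by -0.15 after the mean of all expressed genes was subtracted from each score (adjusted p = 0.0186). MSCs differed from Sham by -0.10 without overlap of the mice, and PBS differed from Sham by -0.043 (exact permutation p = 0.206). With the median over the genes, the difference between MSCs and Sham was no longer past the threshold (adjusted p = 0.158), and that between PBS and Sham was 0.0091. After the mean of all expressed genes was subtracted, PBS differed from Sham by -0.11 (adjusted p = 0.0469). With camera the differences from Sham were -0.18 in MSCs (adjusted p = 0.151) and -0.33 in IL-4 MSCs (adjusted p = 0.0684). After a score of neuron genes was subtracted, the difference between IL-4 MSCs and PBS was -0.033 (exact permutation p = 0.373).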

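Of the 45 axonogenesis genes, 17 were lower and 0 higher in IL-4 MSCs than in PBS at 1 wpi, and 22 were lower and 2 higher when adjusted over the list alone. Against MSCs, 3 were lower, and 1 when adjusted over the list alone. Against Sham, 27 were lower in IL-4 MSCs, 9 in MSCs and 4 in PBS, and 28, 9 and 4 when adjusted over the list alone. The list does not separate genes that promote axon growth from genes that restrain it.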

One of these, “GO_NEGATIVE_REGULATION_OF_AXONOGENESIS” (S. Table 3), also suggests downregulation of axonogenesis in both groups relative to IL-4 MSCs. At 3 wpi, the pathway, “GO_NEUROGENESIS,” was enriched in MSCs compared to IL-4 MSCs (Fig. 9c). 

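The score of 29 genes of neurogenesis at 3 wpi differed by -0.039 between IL-4 MSCs and MSCs (exact permutation p = 0.151, adjusted p = 0.227) and by -0.015 between IL-4 MSCs and PBS (exact permutation p = 0.627). Between MSCs and PBS it differed by 0.023 (exact permutation p = 0.492), and by -0.0059 with the median over the genes. Of the 29 genes, 2 were higher and 0 lower in IL-4 MSCs than in MSCs, and 3 were higher and 4 lower when adjusted over the list alone.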

Regarding myelination, few related pathways were enriched among injury and treatment groups, but at 3 wpi oligodendrocyte pathways were enriched compared to sham (Fig. 9c). 

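The score of 28 genes of oligodendrocytes and myelin, which include Mbp, Mog and Olig2, was 6.24 ± 0.10 in Sham (SD, n = 5) and at 3 wpi 6.15 ± 0.16 in PBS (SD, n = 4), 6.18 ± 0.13 in MSCs (SD, n = 5) and 6.18 ± 0.11 in IL-4 MSCs (SD, n = 5). The differences from Sham were -0.090 in PBS (exact permutation p = 0.381), -0.062 in MSCs (exact permutation p = 0.452) and -0.055 in IL-4 MSCs (exact permutation p = 0.452), all within the spread between mice. None of the 28 genes differed from Sham in any of the 3 groups under either adjustment.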

Glial pathways were found to be enriched at 1 wpi for IL-4 MSCs, and in contrast, 3 wpi for MSCs (Fig. 9c). Thus neural regeneration, myelination, and gliosis did not improve from treatment.

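A list of 28 genes of reactive astrocytes and microglia scored 5.19 ± 0.15 in IL-4 MSCs, 4.39 ± 0.29 in MSCs and 4.33 ± 0.17 in PBS at 1 wpi (SD, n = 5 each). The differences of 0.87 from PBS and 0.80 from MSCs separated the mice of the groups, but with camera they were 0.79 and 0.74 and not past the threshold (adjusted p = 0.152 and 0.125). Of the 28 genes, 19 were higher in IL-4 MSCs than in PBS and 15 higher than in MSCs, and 20 in each comparison when adjusted over the list alone. At 3 wpi the score was 0.36 higher in MSCs than in PBS (exact permutation p = 0.238, adjusted p = 0.326) and 0.25 higher in IL-4 MSCs than in PBS (exact permutation p = 0.413), and 1 of the 28 genes was higher in each comparison under either adjustment. Between IL-4 MSCs and MSCs at 3 wpi it differed by -0.11 (exact permutation p = 0.690). Against Sham at 3 wpi it was higher by 1.04 in MSCs without overlap of the mice, by 0.93 in IL-4 MSCs (exact permutation p = 0.0159, adjusted p = 0.0330) and by 0.68 in PBS (exact permutation p = 0.0317, adjusted p = 0.0595), with 16, 17 and 2 of the 28 genes higher, and 25, 19 and 15 when adjusted over the list alone. The difference in PBS passed the threshold with camera (adjusted p = 0.0205), and that of IL-4 MSCs did not against sham mice of the same week (adjusted p = 0.0932).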

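The oligodendrocyte and myelin score at 3 wpi was 0.035 higher in IL-4 MSCs than in PBS (exact permutation p = 0.706) and 0.028 higher in MSCs than in PBS (exact permutation p = 0.714). With each mouse left out in turn, the difference ranged from -0.043 to 0.078 for IL-4 MSCs and from -0.051 to 0.079 for MSCs.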

At 1 wpi, IL-4 MSCs exhibited enrichment of regeneration, healing, stem cell, and angiogenesis pathway groups relative to MSCs and PBS (Fig. 9c). However, at 3 wpi, MSCs tended to have higher normalized enrichment scores for these groups compared to IL-4 MSCs (Fig. 9c). 

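The list of 32 wound healing genes scored 1.05 higher in IL-4 MSCs than in PBS and 0.71 higher than in MSCs at 1 wpi, and the list of 34 angiogenesis genes scored 0.52 and 0.39 higher. In these 4 comparisons every IL-4 MSC mouse scored above every mouse of the other group. With the median over the genes, the wound healing difference from MSCs was 0.53 and not past the threshold (adjusted p = 0.0531). Of the 32 wound healing genes, 20 were higher in IL-4 MSCs than in PBS and 15 higher than in MSCs, and 24 and 17 when adjusted over the list alone. Of the 34 angiogenesis genes, 21 were higher and 1 lower in IL-4 MSCs than in PBS, and 15 were higher and 1 lower than in MSCs, with 24 and 21 higher and 1 lower in each when adjusted over the list alone.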

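At 3 wpi, IL-4 MSCs differed from MSCs by -0.051 in the wound healing score (exact permutation p = 0.683) and by -0.098 in the angiogenesis score (exact permutation p = 0.167, adjusted p = 0.247). With each mouse left out in turn, these differences ranged from -0.10 to 0.026 and from -0.14 to -0.062. The difference between IL-4 MSCs and MSCs was 0.77 larger at 1 wpi than at 3 wpi for wound healing (exact permutation p = 0.00435) and 0.49 larger for angiogenesis (exact permutation p = 0.000661, adjusted p = 0.0357). At 3 wpi, 1 of the 32 wound healing genes was higher in IL-4 MSCs than in MSCs, and 0 of the 34 angiogenesis genes differed, under either adjustment.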

IL-4 MSCs also exhibited enrichment of endothelial and platelet derived growth factor-related pathways at 1 wpi, while MSCs showed enrichment of fibroblast and insulin-like growth factor-related pathways at 3 wpi (Fig. 9c).

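Vegfa (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369) encodes vascular endothelial growth factor A. It had 95.8 ± 10.2 CPM in IL-4 MSCs and 60.1 ± 1.87 CPM in PBS (SD, n = 5 each), a log2 fold change of 0.67 (SE 0.073, adjusted p = 2.84e-08). Pdgfrb (ENSMUSG00000024620, chromosome 18, 61045150 to 61085061) encodes a platelet-derived growth factor receptor. It had a log2 fold change of 0.18 in the same comparison (SE 0.076, adjusted p = 0.0924), and of 0.19 when only the 2 groups were fitted (adjusted p = 0.0455). Fgf2 (ENSMUSG00000037225, chromosome 3, 37348346 to 37410108) encodes a fibroblast growth factor. It was also higher in IL-4 MSCs than in PBS at 1 wpi, with a log2 fold change of 0.40 (SE 0.12, adjusted p = 0.0214), and of 0.34 with the striatum score as a covariate (adjusted p = 0.0766). Igf1 (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) encodes insulin-like growth factor 1. It had a log2 fold change of -0.036 between MSCs and PBS at 3 wpi (SE 0.093, adjusted p = 0.993). With each mouse left out in turn, that of Igf1 ranged from -0.082 to 0.0097.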

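A list of 32 genes of the interferon response, part of the defence against viruses and bacteria, scored higher than Sham at 1 wpi by 1.22 in PBS, 1.46 in MSCs and 2.67 in IL-4 MSCs, and in each comparison every injured mouse scored above every sham mouse. In MSCs and in IL-4 MSCs all 32 genes were higher than in Sham, and in PBS 31 were, or 32 when adjusted over the list alone.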

All injury groups over-represented a “response to other organism” pathway, suggesting similar responses between injury and infection (Fig. 9b). 

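A list of 16 genes linked to tau and neurofibrillary tangles, among them Mapt, Apoe, Clu and Trem2, scored 0.18 higher in PBS at 3 wpi than in Sham, without overlap of the mice. The difference depended on the summary of the list, since the median over its genes was -0.0099 (adjusted p = 0.640) and camera gave 0.16 (adjusted p = 0.259). None of the 16 genes was changed when adjusted over all genes tested, and 5 were higher when adjusted over the list alone. Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) had a log2 fold change of 0.33 (SE 0.10, adjusted p = 0.626). That of Clu (ENSMUSG00000022037, chromosome 14, 65968483 to 65981547) was 0.22 (SE 0.059, adjusted p = 0.433). Mapt (ENSMUSG00000018411, chromosome 11, 104231390 to 104332090) encodes tau. It had a log2 fold change of -0.0048 (SE 0.033, adjusted p = 0.999). The authors' deposited table gives q-values of 0.0473 for Apoe and 0.0323 for Clu. With each mouse left out in turn, the log2 fold change of Mapt ranged from -0.014 to 0.0042.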

The PBS group at 3 wpi had over-representation for neurofibrillary tangles and tau protein-related pathways compared to Sham, suggesting some overlap in TBI response to that seen in Alzheimer’s disease (S. Table 2). At 3 wpi, IL-4 MSCs and MSCs had over-represented pathways suggesting autoimmune activation, including graft-versus-host disease and allograft rejection (Fig. 9b and S. Table 2).

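A list of 24 genes of antigen presentation, most of them of MHC class I, scored higher than Sham at 3 wpi by 1.01 in MSCs, 0.92 in IL-4 MSCs and 0.34 in PBS, in each case without overlap of the mice. With camera the difference in PBS was not past the threshold (adjusted p = 0.163). In MSCs and in IL-4 MSCs 16 of the 24 genes were higher than in Sham, and 17 and 18 when adjusted over the list alone, whereas in PBS 0 were under either adjustment. Between IL-4 MSCs and PBS the score differed by 0.58 (exact permutation p = 0.0317, adjusted p = 0.0595), with 9 of the 24 genes higher and 14 when adjusted over the list alone. H2-D1 (ENSMUSG00000073411, chromosome 17, 35262730 to 35267499) is an MHC class I gene whose counts also include divided reads. It had 90.9 ± 35.2 CPM in MSCs and 38.5 ± 2.83 CPM in Sham (SD, n = 5 each), a log2 fold change of 1.24 (SE 0.16, adjusted p = 2.69e-05). Its log2 fold change from PBS was 0.97 in MSCs (SE 0.17, adjusted p = 0.00793) and 0.84 in IL-4 MSCs (SE 0.17, adjusted p = 0.00672), but with only the 2 groups in the fit the adjusted p-values were 0.999 and 0.177.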

To begin to understand effects on microglia, we performed over-representation analysis of our gene data against a database that clustered microglia genes based on different stimulation conditions (S. Table 4). As expected, a cluster representing IL-4 stimulation of microglia (“SA_Salmon”) was over-represented in the IL-4 MSC group at 1 wpi compared to both PBS and MSC. However, a few other clusters representing interferon (IFN) and lipopolysaccharide (LPS) stimulation were also over-represented at 1 wpi. 

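At 1 wpi, 25 of the 30 IL-4 response genes were higher in IL-4 MSCs than in PBS and 23 higher than in MSCs, and 26 and 25 when adjusted over the list alone. Cd163 (ENSMUSG00000008845, chromosome 6, 124304656 to 124330527) encodes a scavenger receptor of macrophages. It had 35.8 ± 5.89 CPM in IL-4 MSCs and 5.28 ± 0.504 CPM in PBS (SD, n = 5 each), a log2 fold change of 2.76 (SE 0.19, adjusted p = 5.41e-12). Retnla (ENSMUSG00000061100, chromosome 16, 48842551 to 48844461) encodes a resistin-like protein induced by IL-4. It had between 210 and 436 counts in the IL-4 MSC libraries and between 1 and 3.50 counts in the PBS libraries, so no fold change is given. These libraries are of whole tissue and do not separate microglia from other cells.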

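The interferon response score at 1 wpi was 1.45 higher in IL-4 MSCs than in PBS and 1.22 higher than in MSCs. Both differences were without overlap of the mice, and all 32 genes of the list were higher in both comparisons. Without a group given MSCs transfected with another mRNA, effects of IL-4 and of the transfection cannot be told apart here. Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731) is induced by interferons. It had 38.0 ± 16.5 CPM in IL-4 MSCs and 13.7 ± 2.05 CPM in PBS (SD, n = 5 each), a log2 fold change of 1.48 (SE 0.20, adjusted p = 1.33e-06).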

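Against Sham, the interferon response score at 3 wpi was 0.48 higher in MSCs and 0.59 higher in IL-4 MSCs (exact permutation p = 0.0159 and adjusted p = 0.0330 for each). With camera neither was past the threshold (adjusted p = 0.0753 in MSCs and 0.0832 in IL-4 MSCs). Of the 32 genes, 3 were higher in MSCs and 10 in IL-4 MSCs than in Sham, and 15 and 26 when adjusted over the list alone.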

At 3 wpi, both MSCs and IL-4 MSCs had over-represented clusters representing IFN and LPS stimulation compared to sham (BR_Blue, BR_Turquoise, PI_Turquoise). However, among the injury groups, there were little differences. 

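The interferon response score at 3 wpi was 0.28 higher in MSCs than in PBS (exact permutation p = 0.0397, adjusted p = 0.0710) and 0.11 higher in IL-4 MSCs than in MSCs (exact permutation p = 0.548), with 0 of the 32 genes changed in both comparisons under either adjustment.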

IL-4 MSCs had one cluster over-represented compared to PBS (BR_Turquoise) that suggested a response analogous to persistent IFNγ and LPS stimulation.

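Between IL-4 MSCs and PBS at 3 wpi, the interferon response score differed by 0.39 (exact permutation p = 0.0635, adjusted p = 0.105). Of the 32 interferon response genes 1 was higher in IL-4 MSCs, and 9 were when adjusted over the list alone.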

Overall, our analyses suggest that (1) acute benefits of IL-4 MSCs do not persist, (2) inflammation persists to at least 3 weeks even with treatment, and (3) growth factor expression, neural regeneration, and myelination does not increase with treatment.

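Of the 8 growth factor genes in Fig. 9d, 2 were higher and 2 lower in IL-4 MSCs than in Sham at 1 wpi. In PBS and in MSCs 2 were higher and 1 lower at 1 wpi. Differences from Sham, as in this paragraph, therefore do not isolate an effect of IL-4 MSCs. At 3 wpi 0 were higher and 1 lower in IL-4 MSCs, or 3 lower when adjusted over the 8 genes alone. In PBS and in MSCs 0 were higher and 0 lower at 3 wpi. In IL-4 MSCs at 1 wpi Bdnf (ENSMUSG00000048482, chromosome 2, 109674700 to 109727007) had a log2 fold change from Sham of -0.60 (SE 0.12, adjusted p = 0.000164). That of Ntf3 (ENSMUSG00000049107, chromosome 6, 126101412 to 126166910) was -0.67 (SE 0.26, adjusted p = 0.0449). Cntf (ENSMUSG00000079415, chromosome 19, 12763660 to 12765632) had a log2 fold change of 1.20 (SE 0.21, adjusted p = 2.72e-05). Ntf3 was not past the threshold without the filter on low counts (adjusted p = 0.0517), with only the 2 groups in the fit (adjusted p = 0.112) or with the striatum score as a covariate (adjusted p = 0.0660). Neurog2 (ENSMUSG00000027967, chromosome 3, 127633135 to 127635631), a gene of the neurogenesis panel, had a log2 fold change of -0.60 (SE 0.27, adjusted p = 0.0757), and of -0.57 with only the 2 groups in the fit (adjusted p = 0.0249). Of the 6 genes of that panel tested, 1 was higher and 0 lower in IL-4 MSCs than in Sham at 1 wpi, under either adjustment. From the pathways and genes that differed at 1 wpi and at 3 wpi, the paper proposes that the early effects of IL-4 MSCs are lost with time, that inflammation lasts despite treatment, and that treatment does not raise growth factors, neural regeneration or myelination.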

## Discussion

One important reason a patient suffers disability after TBI is because the immunological response becomes maladaptive. To shift the immune response toward a regenerative phenotype, clinical trials are investigating therapeutic stem cell delivery. However, these stem cells do not secrete some potent regulators of inflammation. One absentee, IL-4, is a strong inducer of the anti-inflammatory, M2-like phenotype in macrophages and microglia. According to the literature, M2-like macrophages are associated with improved biological and functional outcomes in pre-clinical TBI models. Thus, in this study, we augmented MSCs to transiently express IL-4 and consequently observed a robust increase in M2-like macrophages and some anti-inflammatory genes after TBI. Curiously, this biological change did not improve functional or histological outcomes, though our transcriptomic analyses provide some potential answers as to why not.

We began this work by transiently expressing IL-4 from MSCs and studying in vivo IL-4 levels and M2-like macrophage polarization. IL-4 has been well-documented as an inducer of this phenotype in macrophages and microglia in vivo in CNS and PNS injury models. In fact, transfection of macrophages with IL-4 mRNA also promotes an M2 phenotype in vitro and at least M2-like in vivo [79]. Our results corroborated this as we saw a dramatic rise in the polarization and quantity of M2-like macrophages at both 2 and 7 days after our intervention (about 1 and 2 wpi). Simultaneously, we witnessed upregulation of numerous anti-inflammatory and M2-like genes. However, while this polarization may be desirable, IL-4 induces macrophage proliferation as well. Thus, it might be important to understand how much IL-4 is required in vivo and how many M2-like macrophages are optimal for neuroprotection. Our data begin to answer some of these questions. We saw that a bolus of recombinant IL-4 is less effective at polarizing macrophages than sustained expression over 24–48 h from IL-4 MSCs (Fig. 4). Separately, we observed that a small proportion of IL-4 from IL-4 MSCs reaches the contralateral hemisphere (Fig. 6a). Surprisingly, this induced comparable M2-like polarization as in the ipsilateral hemisphere (S. Fig. 3H). Critically, however, the total number of macrophages and specifically M2-like macrophages was significantly lower in the contralateral hemisphere (S. Fig. 3G and I). Finally, 1 week after intervention, IL-4 MSCs still had a greater number of M2-like macrophages compared to other groups, though the polarization percentage had dropped. Most of the macrophages did not express CD206 or CD86, suggesting they may possess a phenotype we did not explore. Our transcriptomic data also demonstrated a signature for persistent immune and inflammatory response in all injured groups compared to sham. Furthermore, IL-4 response-related pathways did not persist with IL-4 MSC treatment (Fig. 9c). Thus, hypothetically, an ideal scenario would recruit much fewer macrophages, with the majority biased to be M2-like. These data suggest that a sustained, yet smaller dose of endogenous IL-4 could foster that.

Second, we tested our IL-4 MSCs in a TBI model of CHI but did not see an acute improvement in motor coordination or memory. Numerous CHI models exist, and these have been extensively reviewed [101]. We believe that since CHI induces a diffuse injury, it is more clinically relevant than focal TBI models. Studying behavioral outcomes, however, can be tricky. The central understanding is, if function is improved, the therapy had long-reaching effects; it not only influenced biology directly, but ultimately also promoted neuroprotection, regeneration, or plasticity. However, TBI models have high intrinsic biological and technical variability (Fig. 5g, h). Thus, for all TBI studies assessing behavior, it becomes critical to (1) demonstrate that injury induced equivalent dysfunction in all groups and (2) use statistics that correct for repeated measures. We modified a published CHI model by increasing parameter severity [80] to induce a significant behavioral deficit (Fig. 5b, c). A correlation analysis between rotarod performance, D1RR, and two post-injury tests (RT and NSS) indicated moderate to strong correlation, suggesting future studies could further fine-tune the severity of injury (Fig. 5g, h). However, intervening with IL-4 MSCs did not improve rotarod performance or memory (Fig. 5d–f). Unfortunately, this corroborates many other attempts with genetically modified MSCs [52, 66, 68, 70]. Studies that saw an improvement typically saw a change in only one out of multiple assessments, or only looked at a single time point [66, 67, 69]. In one study delivering recombinant IL-4 after stroke in IL-4 knockout mice, repeated measures were not accounted for and wild-type mice were not tested [55]. A variety of other approaches to TBI that promote an M2-like response have also observed improvement in behavioral outcomes [26–41]. However, in many of these studies, behavior was not (or could not be) assessed prior to treatment; thus, procedural and measurement biases cannot be ruled out. In this study, we also only looked at 1 and 3 wpi; it is conceivable that the M2-like macrophages might have limited the spread of damage. Benefits of this might only be seen over months as neural rewiring slowly takes place. Interestingly, our transcriptomic analysis of IL-4 MSCs demonstrated that pathways relating to tissue regeneration and healing were enriched at 1 wpi (Fig. 9c). However, pathways relevant to neural regeneration (e.g., axonogenesis, neurogenesis) were over-represented or enriched in the other groups instead (Fig. 9b, c). Thus, our data suggest that either M2-like macrophage enrichment alone via IL-4 MSC intervention could not alter function, that our behavioral assessments may not have been adequately sensitive to reveal the effects of IL-4 MSCs on TBI, or that the severity of the induced injury was too great.

Third, while injury alone induced histological changes, we observed damage caused by intrahippocampal injections as well. Histology demonstrated significant increase in GFAP across all injured groups. GFAP is a marker for reactive astrocytosis, an endogenous response to limit deleterious effects of TBI. However, chronically, astrocytosis also prevents neural regeneration. Interestingly, transcriptomic analysis suggested that gliosis pathways were only enriched acutely in the IL-4 MSC group compared to PBS and MSC groups (Fig. 9c), a potentially desirable scenario. At 3 wpi, it was MSCs that had gliosis-related pathways enriched compared to IL-4 MSCs (Fig. 9c). However, both the amount of gliosis observed histologically (Fig. 7c), and the transcriptomic enrichment of gliosis pathways compared to sham suggest that IL-4 MSCs do not reduce gliosis in a biologically relevant manner within 3 weeks. IL-4 MSCs did, however, increase the number of macrophages (indicated by CD68 staining and corroborated by flow cytometry). However, the needle used to inject the treatments, and possibly the bolus of cells, negatively impacted the architecture of the ipsilateral hippocampus (Fig. 7g). We chose intrahippocampal delivery over intraventricular due to the improved polarization (S. Fig. 3H). Nevertheless, this likely reduced memory performance in the MWM task (Fig. 5e). Interestingly, one TBI clinical trial is exploring stereotactic intracerebral delivery of modified MSCs (NCT02416492). However, an intraventricular delivery would have saved the hippocampus and likely left a smaller cortical injury as the cerebral spinal fluid and ventricles can better accommodate a transiently increased volume. In our studies, we did not assess intravascular delivery as < 0.1% of MSCs cross the BBB [102] even though it may be permeable soon after TBI [103]. However, this may still be a viable approach. In this case, instead of targeting IL-4 MSCs toward the brain, the modified MSC secretome could influence peripheral monocytes prior to invading the TBI environment. In fact, many of the TBI interventions that improved behavioral outcomes were through intravascular routes. Interestingly, IL-10 improved outcomes when administered intravenously but not when delivered intracranially [104]. This difference in effect has also been observed with cord blood cells for stroke [105]. Thus, our data and the literature suggest that systemic delivery may be the better avenue for TBI even though the BBB is generally considered an obstacle.

Finally, our studies also suggest that CD206^+^, CD86^−^ macrophages alone may not be able to influence all the other maladaptive processes after TBI. There are conflicting reports of whether adoptive transfer of ex vivo induced M2 macrophages can promote healing after CNS injury [38, 106]. The M2 phenotype can be further divided into a, b, and c subtypes [107]. M2a phenotypes are promoted by IL-4 and IL-13 and promote tissue repair and stimulate growth. This is the phenotype we likely enriched and explains the large increase in CD206^+^ macrophages as well. M2b macrophages can be proliferative and secrete a mixture of inflammatory and anti-inflammatory cytokines. M2c phenotypes are induced by IL-10 and can promote fibrosis, but are also known to be deactivated. In spinal cord injury, the phenotypes follow each other sequentially with an M2a peak 1–3 dpi and M2b or M2c peak 4–6 dpi. We do not know whether this holds true in TBI; only that M2-like macrophages may peak around day 5 [8, 9] or even day 7 [108] but are quickly overpowered by M1 phenotypes [7]. We also do not know whether the endogenous pattern of sequential phenotypes is ideal for regeneration in neural organs. Getting the right subtype of macrophage, at the right time, may be critical to reducing inflammation and promoting homeostasis. In these subtypes, there might be an explanation for why delivering IL-4 or IL-10 alone has been ineffective. Perhaps, by appropriately timing each cytokine in a concerted approach, M2-like macrophages could proliferate early to overpower maladaptive processes, and then be deactivated as desired. Additionally, we did not scrutinize microglia in our flow cytometry studies as they do not reliably express CD206 [109]. Distinguishing macrophages from microglia is not trivial but IL-4 is known to have favorable effects on both [61, 110, 111]. However, as M1 and M2 phenotypes concurrently exist on microglia, they may need to be assessed for a favorable phenotype after an IL-4 MSC intervention [15]. To obtain some clues to how IL-4 MSCs were affecting microglia, we compared our transcriptomic signatures against a published microglia transcriptomic database (S. Table 4). Even with the caveat that our transcripts were obtained from total brain tissue and not isolated microglia, we saw over-representation of microglial “clusters” that suggest a signature of microglia responding to IL-4 only in the IL-4 MSC group (S. Table 4). However, alongside this, all injury groups had clusters suggesting similarities to IFN and LPS stimulation of microglia as well. Therefore, like the macrophages, microglia appear to be receiving numerous signals and IL-4 alone is not enough to adequately modulate the biology. Future studies could isolate macrophages and microglia and perform more precise transcriptomic analyses to further scrutinize the range of phenotypes these cells can possess.

These studies demonstrate a method to augment MSCs with synthetic IL-4 mRNA and a modified closed head injury model of TBI with a behavioral deficit, and also explore the effect of acute IL-4 and M2-like macrophage enrichment after TBI. By inducing MSCs to produce IL-4, we also circumvent the challenges of recombinant protein delivery. Moving forward, it will be useful to explore the effects of dosing, dual-cytokine enrichment, and intervening systemically. Lower doses of either IL-4 mRNA or IL-4 MSCs may promote better healing; although a greater dose may be required for intravenous administration. A few dual-cytokine strategies could include timed deliveries of IL-4 MSCs and IL-10 MSCs, a single delivery of MSCs transfected with IL-4 mRNA (rapid expression) and IL-10 DNA (delayed expression), or intravenous IL-10 bolus a few days after IL-4 MSCs. Additionally, alternate stem cells could be transfected with synthetic IL-4 mRNA, such as MAPCs and umbilical cord cells which may be more effective in TBI than MSCs [43, 47]. Alternatively, MSC exosomes possess benefits over MSCs themselves and could be augmented through transfection [112, 113]. These approaches may also have merit outside TBI, as IL-4 MSCs may facilitate healing in any wounds or environments where proliferation is desired, e.g., in cavities left from disease, or to facilitate tissue integration with implanted biomaterials [22].

Beyond alternative therapeutic approaches, the question remains of how to best modulate inflammation to improve outcomes in TBI. The answer requires a deeper understanding of the roles of macrophage and microglia sub-phenotypes and their interaction with native cells in a TBI environment. Importantly, we need to develop a better understanding of what cytokines and cells are required and when should they be enriched after TBI. As our transcriptomic data suggested that infection and injury have similar pathway enrichment, models of alternate inflammatory stimuli, in alternate organisms, or even an evolution-centered inquiry may provide insight into the maladaptive immunological response seen after TBI [114].

## Conclusions

MSCs that transiently express IL-4 can robustly polarize macrophages toward an M2-like phenotype for at least 1 week after TBI. While this induces cytokine- and gene-level changes, it alone is not enough to significantly impact histological or functional outcomes. Transcriptomic studies reveal persistent inflammatory pathways and an absence of neuroregeneration. However, the question of whether this is due to insufficient or excessive levels of IL-4 or M2-like macrophages, a lack of sensitivity in histological and behavioral measures, our mouse model of TBI, or the ineffectiveness of a single cytokine or cell phenotype in a complex environment, remains.

## Supplementary information

**Additional file 1: Figure S1**. MSC cell-surface markers. **(A)** MSCs (Cyagen) used in this study expressed CD29, CD44, and Sca-1 while remaining negative for CD31 and CD45 in at least two late passage numbers.

**Additional file 2: Figure S2**. Macrophage and MSC control experiments. **(A)** Flow gating strategy of J774A.1 macrophages prior to individual antibody gates. **(B)** Fluorescence-minus-one plots to determine antibody gates. **(C)** Flow plots demonstrating CD163 expression after treatment with differently conditioned media. **(D)** Brightfield images of macrophages grown in their recommended media (Dulbecco’s Modified Eagle Media, DMEM) or MSC growth media. Each image is 1/16^th^ of total image analyzed per well. **(E)** Growth curves of macrophages in each of the media estimated by coverage of the well, calculated from automated imaging scripts. **(F)** Mean fluorescence intensity of CD206 expression on macrophages after treatment with either 100 ng/mL recombinant IL-4 (rIL-4), conditioned media from MSCs pre-stimulated with 100 ng/mL rIL-4, or conditioned media from naïve MSCs. Mean ± SD, one- or two-way ANOVA; ****p < 0.0001.

**Additional file 3: Figure S3**. Macrophage polarization after closed head injury and treatment alterations through flow cytometry. **(A)** Pseudocolor flow plots demonstrating gating based on CD45 inensity to identify blood-derived leukocytes in the brain, CD45^high^. **(B)** Flow histograms of FMO controls to assist in gating. **(C) – (F)** Macrophage analysis 1 week after injury, 2 days after treatment with IL-4 MSCs producing greater IL-4; *n* = 5, N = 10. **(C)** Number of total macrophages in the ipsilateral hemisphere for each treatment group. **(D)** Percentage of all macrophages that possess M2-like phenotype. **(E)** Number of macrophages with M2-like phenotype. **(F)** Ratio of M2 to M2-like macrophages. **(G) – (I)** Macrophage analysis 1 week after injury, 2 days after treatment delivered into the left hippocampus or left lateral ventricle; *n* = 5, N = 10. **(G)** Total number of macrophages in the ipsilateral and contralateral hemispheres after either delivery modality. **(H)** Percent of total macrophages that possess an M2-like phenotype. **(I)** Number of M2-like macrophages in either hemisphere. Mean ± SD, Student’s t-tests or two-way ANOVAs with post-hoc Tukey’s; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**Additional file 4: Figure S4**. **(A) – (B**) Cytokine analysis of *ex vivo* injured and treated brain tissue at 1 week after injury. Sham mice or injured mice with day 5 treatment of either PBS, MSCs, or IL-4 MSCs; *n* = 5, N = 20. **(A)** Amount of inflammatory cytokine normalized to total protein per hemisphere (Interleukin 2, IL-2; Interferon-γ, IFNγ; and Tumor Necrosis Factor α, TNFα). **(B)** Amount of anti-inflammatory cytokine normalized to total protein per hemisphere (Interleukin 10, IL-10; Interleukin-13, IL-13; Interleukin-5, IL-5). Graphs display mean ± SD; one-way ANOVA carried out for each cytokine and hemisphere, with Bonferroni-Sidak correction for repeated testing. **(C)** Gene analysis at 1 week or 3 weeks after injury and day 5 treatment with either PBS, MSCs, or IL-4 MSCs (*n* = 5) and sham mice as biological controls (*n* = 10); N = 40. Heatmap of 26 genes demonstrating up- (red) or down- (blue) regulation of genes based on ΔΔCT values. Boxes with an asterisk (*) had a corrected *p*-value < 0.05 as reported by the analysis tool.

**Additional file 5: Figure S5**. Representative immunohistochemical images of injured and treated brains at 1 and 3 weeks after injury. **(A)** Section from a sham group brain stained for DAPI, GFAP, and CD68. **(B)** Section from a sham group stained for DAPI and Fluoro-Jade C. **(C)-(E)** Representative sections from each injury/treatment group (columns) and timepoint (rows). **(C)** Stained for DAPI and GFAP. **(D)** Stained for DAPI and CD68. **(E)** Stained for DAPI and Fluoro-Jade C.

**Additional file 6: Table S1**. Fold-changes of significantly altered genes in RT-PCR analysis

**Additional file 7: Table S2**. Summary and raw data from over-representation analysis (ORA)

**Additional file 8: Table S3**. Summarized raw data from gene set enrichment analysis (GSEA)

**Additional file 9: Table S4**. Summarized microglia-related over-representation analysis (ORA)

## Data Availability

The datasets generated during the current study are available in the GEO repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144193. Additional datasets analyzed during the study are included in supplementary materials with this published article.

## Abbreviations

MSC: Mesenchymal stromal cell
IL-4: Interleukin-4
IL-4 MSC: Interleukin-4 expressing mesenchymal stromal cell
TBI: Traumatic brain injury
WMI: White matter integrity
CHI: Closed head injury
RT: Righting time
NSS: Neurological Severity Score
BBB: Blood-brain barrier
GFP: Green fluorescent protein
IFN: Interferon
LPS: Lipopolysaccharide
PBS: Phosphate-buffered saline
RNA: Ribonucleic acid
mRNA: Messenger ribonucleic acid
RNA-seq: RNA sequencing
MFI: Mean fluorescence intensity
GFAP: Glial fibrillary acidic protein
DAPI: 4′,6-Diamidino-2-phenylindole
IHC: Immunohistochemistry
MRI: Magnetic resonance imaging
dpi: Day(s) post-injury
wpi: Week(s) post-injury

How the deposited data were processed for this re-analysis (not part of the article)

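RNA-seq libraries of tissue from 34 mice were analysed, 1 library per mouse, in 7 groups: Sham, and PBS, MSCs or IL-4 MSCs at 1 wpi and at 3 wpi. The tissue is labelled as left cortex, and the paper describes it as the injection region of the hemisphere. Each group had 5 mice except PBS at 3 wpi, which had 4. The PBS mouse at 3 wpi that the authors excluded has no values in the deposited table and was left out. The 2 sham mice collected at 1 week and the 3 collected at 3 weeks were taken as one group, as in the paper, and separately in an alternative. The number before the dash in the sample labels follows the group, with one number for each week of sham mice, so it could not be used as a batch, and anything that went with it could not be told apart from the group.

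The authors trimmed adapters with cutadapt, assigned reads to protein-coding GENCODE transcripts with kallisto and compared groups with sleuth. Their deposited table lists 21203 genes. The deposited estimated counts (expected counts from kallisto) are summed over the transcripts of each gene, without normalization or a filter on low values. The deposited TPM values, transcripts scaled to a fixed sum per library, were also made by the authors with kallisto and summed per gene, and were used here only to read the fold changes. The deposited p-values and q-values come from the authors' pairwise comparisons in sleuth. The deposited log2 fold changes are the authors' log2 ratios of the mean TPM of 2 groups, without a pseudocount, and not effect sizes estimated by sleuth. Of the 21203 gene identifiers, 99.8% were found in the GENCODE M21 annotation of GRCm38 used for gene positions, and 29 gene symbols stand for more than 1 identifier.

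The estimated counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16. TMM normalization, the filter on low counts filterByExpr and the quasi-likelihood test were applied to all libraries in 1 fit, which left 17131 genes. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method within each of 15 comparisons, and genes with an adjusted p under 0.05 were counted as changed. Values of single genes are CPM after TMM normalization with SD over mice, and log2 fold changes are from edgeR with their SE. Total estimated counts lay between 29838423 and 41554322 per library. A gene with at most 3 counts was treated as not detected, which corresponds to between 0.0722 and 0.101 CPM. Mice of the same group differed by more than counting error, with a chi-square per gene of at least 3.27 in each of 66 pairs.

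Gene lists were compiled by hand: 18 lists for the pathway groups, the panels of Fig. 9d, and lists of tissue markers. A list's score in a mouse is the mean log2 CPM with a prior count of 2 over its genes that passed the filter. Scores were compared by exact permutation tests, adjusted over 270 comparisons. The marker lists of striatum, hippocampus, choroid plexus, blood, immediate early, clock and Y chromosome genes were also compiled first, and those of thalamus, olfactory bulb, olfactory epithelium and cortex were compiled after the data were seen. Differences between the 3 wpi and the 1 wpi effect of a treatment were tested by permutation in 54 tests. The groups, the 15 comparisons, the tests, the 18 lists and the alternatives were set before the data were examined, with the exceptions named here. The covariate of striatum markers, 33 of the 62 list scores reported and the choice of which single genes to describe came after first values had been seen.

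The genes described by name were taken from the genes of Fig. 9d, the genes of the qPCR panel, the members of the lists, and for each comparison up to 5 higher and 5 lower genes with the largest log2 fold change among those past the threshold whose groups do not overlap. Of the Hox family, Hoxc10, Hoxc6 and Hoxa9 fall within this choice, and the other Hox genes of the closing section were added after the values of these 3 were seen.

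The alternatives were DESeq2 1.42.0 with its size factors, only the 2 groups of a comparison in the fit, no filter on low counts, sham mice of the same week only, the replicate number in the model, a minimum log2 fold change of 1, and leaving out each mouse in turn. For list scores they were the median over genes, camera of limma 3.58.1, a prior count of 0.1, scores minus the mean of all expressed genes, and limma with the replicate number. Camera tests whether a list changed more than the other genes. The differences given with it are scores minus the mean of all expressed genes. Other groupings of the mice of each comparison were drawn 100 at a time with a fixed seed of 20200620. The procedure was tested on simulated counts for 16995 genes, 200 of them changed. Of the changed genes 95.5% were recovered, with 4.5% of the calls false. Where nothing was changed, 0 genes were called. The simulated changes were at least 2-fold and the genes varied independently. These rates therefore need not hold for smaller changes or for differences between mice that many genes share. Results of qPCR, flow cytometry, ELISA, MRI and behaviour were left out, since the data hold RNA-seq only, and the authors' pathway collections were not available, so their enrichment scores were not recomputed.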

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

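The tests of library size, of the number of injected cells, of the striatum slopes at 1 wpi and of the Hox genes of groups 6 to 13 were chosen only after the results were seen, and the striatum covariate after the striatum scores were seen. In the sample labels, the number before the dash is shared within each treated group (within each week in Sham), and the paper does not say what it stands for, so an effect of whatever it marks cannot be told apart from treatment.

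A signal in data the paper did not analyse was found in genes that mark brain regions. The striatum score in IL-4 MSCs at 3 wpi was higher by 1.50 than in Sham (exact permutation p = 0.0635, adjusted 0.388, 4 of 5 mice above the Sham mean) and by 1.65 than in MSCs (exact p = 0.0317, adjusted 0.291, 4 of 5 mice). The hippocampus score differed by -0.94 from Sham (exact p = 0.0476, adjusted 0.374, 4 of 5 mice below) and by -0.89 from MSCs (exact p = 0.0635, adjusted 0.388, 4 of 5 mice below). Striatum scores of the single mice were 6.39, 4.35, 6.34, 7.17 and 6.65 in IL-4 MSCs and 4.05, 3.69, 4.49 and 4.88 in PBS. In Sham they were 3.56 and 3.56 in the mice of 1 week and 5.26, 5.44 and 5.56 in the mice of 3 weeks. None of these differences passed an adjusted p of 0.05.

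An unequal share of striatal tissue in the dissected samples may account for much of the gene changes of IL-4 MSCs at 3 wpi. With the striatum score as a covariate, 109 genes differed from Sham in place of 732, 5 from PBS in place of 504 (1035 at an unadjusted p under 0.05), and 0 from MSCs in place of 594 (1534 unadjusted). The covariate differs between the groups, so it also removes part of any effect of treatment. The slope of each gene on the striatum score was therefore taken in the 29 mice of the other groups. Outside the striatum markers, 76.8% of the genes that differed from Sham moved in the direction of that slope, 87.6% of those that differed from PBS and 83.5% of those that differed from MSCs, against 60.1%, 61.4% and 57.1% of the genes that did not differ. Library size did not account for the changes (exact permutation p of total counts 0.952, 0.984 and 0.262). Whether striatal genes rose through treatment or through the position of the dissection cannot be told apart here.

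The covariate and the slopes, but not library size, were also tested for IL-4 MSCs at 1 wpi, where the striatum score was 0.88 higher than in PBS (exact permutation p = 0.00794, adjusted 0.146, 5 of 5 mice). With the covariate, 6582 genes differed from Sham in place of 6330, 2432 from PBS in place of 2974 and 1575 from MSCs in place of 1488. The slopes in the mice of the other groups gave the direction of 58.3%, 64.8% and 55.0% of the changed genes, against 53.1%, 57.3% and 56.5% of the genes that did not differ. An unequal share of striatum thus accounted for few of the changes at 1 wpi, and for those from PBS a part is not ruled out.

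For the same comparisons, other splits of the mice were fitted, with 100 drawn of the 126 possible. For IL-4 MSCs at 3 wpi, 6 of the 100 splits gave as many genes against PBS, 5 of 100 against MSCs and 3 of 100 against Sham, the real split included, with up to 1828, 1486 and 1008 genes in the others. Among the 16 splits that part all same-numbered pairs of mice, 2, 2 and 1 gave as many; the drawn splits also include those that keep such pairs together. With 16 splits the share cannot fall under 0.05. The counts of IL-4 MSCs against PBS and MSCs at 3 wpi may thus arise from differences between mice that do not follow treatment.

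Hox genes gave a signal outside the genes the paper discusses. Those of paralogue groups 6 to 13 had a mean of 141 counts per library in MSCs and 166 in IL-4 MSCs at 1 wpi, against 56.5 in Sham, 51.8 in PBS at 1 wpi, and 58.8, 50.4 and 57.2 in PBS, MSCs and IL-4 MSCs at 3 wpi. A candidate explanation is RNA of the injected cells. The 31 Hox genes other than Hoxc10, Hoxc6 and Hoxa9, through which the signal was first noticed, had 6.25 CPM in the 2 groups and 4.21 CPM in Sham and PBS at 1 wpi (permutation p = 0.0234). For the 16 of them in groups 6 to 13 the values were 3.43 and 1.57 (permutation p = 4.00e-05). Library size did not account for it (permutation p = 0.533). The Hox share of groups 6 to 13 was 4.97 CPM in IL-4 MSCs and 4.23 CPM in MSCs (exact permutation p = 0.508), so the group means gave no sign of unequal numbers of cells. Single mice did differ: replicate 2 of MSCs at 1 wpi had 1.76 CPM, within the 1.03 to 2.04 CPM of Sham and PBS at 1 wpi, while the other 4 had 3.19 to 5.75 CPM and the 5 of IL-4 MSCs 3.38 to 6.74 CPM. That mouse, which was also far from its group in inflammatory mediators, may have held fewer injected cells, and this was not tested. RNA of the injected cells and an effect of these cells on Hox expression in the host cannot be told apart.

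Several differences from a control group changed between 1 and 3 wpi. Against PBS, the effect of IL-4 MSCs was larger at 1 wpi by 0.57 for angiogenesis (permutation p = 0.00192) and by 0.81 for the collagen and fibroblast list (0.00391). Against MSCs it was larger by 2.37 for the IL-4 response (0.00431), 0.77 for wound healing (0.00435), 0.49 for angiogenesis (0.000661) and 1.46 for MHC class I (0.00290). The adjusted p was 0.0357 for angiogenesis against MSCs and 0.0391 for each of the other 5. At 1 wpi all 5 mice of IL-4 MSCs lay above the mean of the control group in each of these 6, and at 3 wpi 1, 2, 4, 3, 1 and 3 of 5 did. A decline of the effect with time is the biological hypothesis the design offers. No technical explanation was tested for these differences between weeks. The label number changes with the week, but it also differs between MSCs and PBS at 1 wpi, where the IL-4 response differed by 0.12 (exact p = 0.278), so nothing here points to it as the origin of the change in the IL-4 response.

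Single mice lay far from the others of their group in 40 of 399 values examined, where chance gives about 19.95. The gap to the nearest mouse is given below as a share of the group's range. Scores and genes of one mouse are correlated, so these do not count as separate events. The replicate 4 mouse of MSCs at 3 wpi was high in inflammatory mediators (0.881), macrophages (0.812), the IL-4 response (0.779), glial activation (0.751), angiogenesis (0.758), MHC class I (0.766), the collagen and fibroblast list (0.713), Chil3 (0.816) and H2-D1 (0.763). The replicate 2 mouse of MSCs at 1 wpi was high in inflammatory mediators (0.867), macrophages (0.950), the IL-4 response (0.816), MHC class I (0.763), homeostatic microglia (0.770), Retnla (0.922) and Il1rn (0.873). In Sham, replicate 4 was high in macrophages (0.889), glial activation (0.870) and proliferation (0.926) and low in Igf1 (0.793).

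In PBS at 1 wpi, replicate 2 was high in the collagen and fibroblast list (0.775), Il1rn (0.733) and Col1a1 (0.742) and low in Apoe (0.781) and Clu (0.785), and replicate 1 was high in the olfactory epithelium list (0.824) and in total counts (0.719) and low in the cortex list (0.753). In IL-4 MSCs at 3 wpi, replicate 1 was high in axonogenesis (0.714) and low in the olfactory epithelium list (0.718), Ido1 (0.779) and Drd2 (0.736), and replicate 3 was low in the T cell score (0.834). The replicate 1 mouse there also had the striatum score of 4.35, below those of the other 4 mice. Others were Arg1 (low, 0.757) in replicate 4 and H2-D1 (high, 0.744) in replicate 1 of IL-4 MSCs at 1 wpi, Ntf3 (low, 0.736) in replicate 3 of MSCs at 3 wpi, and in PBS at 3 wpi Cd163 (high, 0.831) in replicate 0, Vegfa (low, 0.846) in replicate 2, Ntf3 (low, 0.873) in replicate 3 and choroid plexus (low, 0.842) in replicate 1.

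For the choroid plexus value, library size was examined: that mouse had 31.0688 M counts, where the 4 mice of its group ranged from 30.5154 M to 41.444 M, so it was not the smallest library of the group. The other values of single mice were not tested for a technical cause. Mice of an injured group share the conditions given in the design, while the sham mice differ in week, replicate 4 being of 3 weeks. No biological explanation was tested for these values.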

How the results depend on the processing

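The covariate of striatum markers, 33 of the 62 list scores and which 43 changes of single genes to follow were chosen after the results had been seen. Each of the 15 counts of changed genes, the 62 list scores and the 43 gene changes was computed again under every alternative that applied. A count is called kept when it stayed within a factor of 1.5 and a score or gene when it stayed in the same direction and on the same side of the threshold. Causes of the changes below were not tested unless a value is given for one.

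Without the filter on low counts and with the replicate number as a block in the model, all 15 counts were kept; with the block, for example, 17 genes differed between MSCs and PBS at 1 wpi in place of 21. With DESeq2, 11 counts were kept, and the others rose to 13 genes for PBS against Sham at 3 wpi (11 higher), 329 for MSCs against Sham (310 higher), 767 for IL-4 MSCs against PBS (516 higher) and 31 for MSCs against PBS (31 higher). All 43 gene changes were kept with DESeq2.

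The counts at 3 wpi were most open to the choice of libraries in the fit. With only the 2 groups compared, 76 genes differed between MSCs and Sham (74 higher), 102 between IL-4 MSCs and Sham (73 higher) and 547 between MSCs at 3 wpi and at 1 wpi (482 lower). That fit gave 0 genes for PBS against Sham at 3 wpi, with 989 genes at an unadjusted p under 0.05, 0 for MSCs against PBS at 1 wpi (722 unadjusted), and at 3 wpi 0 for IL-4 MSCs against PBS (2431 unadjusted), 0 for IL-4 MSCs against MSCs (2272 unadjusted) and 0 for MSCs against PBS (623 unadjusted). On simulated data a fit of only 2 groups of 5 recovered 93% of the changed genes. Those changes were at least 2-fold, and the simulated genes varied independently of each other. The simulation thus cannot tell whether the counts of 0 come from a loss of power for smaller changes. With the sham mice of the same week, 29 genes differed in PBS at 3 wpi (10 higher), 75 in MSCs (68 higher) and 159 in IL-4 MSCs (92 higher), and the 3 counts at 1 wpi were kept.

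With the striatum score as a covariate, 109 genes differed between IL-4 MSCs and Sham at 3 wpi (85 higher), 5 between IL-4 MSCs and PBS (1035 unadjusted) and 0 between IL-4 MSCs and MSCs (1534 unadjusted). The other 12 counts were kept, among them 6582, 2432 and 1575 genes for IL-4 MSCs against Sham, PBS and MSCs at 1 wpi. In the comparison of IL-4 MSCs with MSCs, the covariate turned the log2 fold change of Ido1 to -0.0066 and took that of Drd2 from 1.98 to 0.038.

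Requiring an absolute log2 fold change of at least 1 left 414 genes for PBS, 517 for MSCs and 1114 for IL-4 MSCs against Sham at 1 wpi (407, 504 and 1086 higher), 78 for MSCs and 127 for IL-4 MSCs against Sham at 3 wpi, 491 and 367 for IL-4 MSCs against PBS and MSCs at 1 wpi, and 94 and 69 at 3 wpi. From 1 to 3 wpi it left 218 genes in PBS, 208 in MSCs and 989 in IL-4 MSCs (217, 185 and 917 lower). The other 3 counts were kept.

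With each mouse left out in turn, the count against Sham at 1 wpi ranged from 1615 to 2344 genes for PBS, from 2298 to 3022 for MSCs and from 5127 to 5830 for IL-4 MSCs, and at 3 wpi from 0 to 6, from 70 to 310 and from 233 to 1724. At 1 wpi it ranged from 2012 to 2811 for IL-4 MSCs against PBS, from 1170 to 1544 against MSCs, and from 11 to 27 for MSCs against PBS. At 3 wpi the corresponding ranges were 97 to 1582, 87 to 1716 and 1 to 28. From 1 to 3 wpi they were 566 to 1021 in PBS, 693 to 1325 in MSCs and 4377 to 5478 in IL-4 MSCs.

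All 62 list scores were kept without the filter on low counts and with a prior count of 0.1. With the median over the genes of a list, 53 were kept. It left these differences no longer past the threshold: 0.56 for inflammatory mediators in MSCs against Sham at 3 wpi, 0.21 for the IL-4 response in IL-4 MSCs against PBS and 0.42 against Sham at 3 wpi, 0.53 for wound healing in IL-4 MSCs against MSCs at 1 wpi and -0.10 for axonogenesis in MSCs against Sham at 1 wpi. The median also turned the IL-4 response of IL-4 MSCs against MSCs at 3 wpi to -0.16, axonogenesis in PBS against Sham at 1 wpi to 0.0091, neurogenesis in MSCs against PBS at 3 wpi to -0.0059 and the tangle and tau list in PBS against Sham to -0.0099.

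Camera kept 48 list scores and brought glial activation in PBS against Sham at 3 wpi past the threshold (0.66). Those no longer past the threshold were, at 1 wpi, glial activation in IL-4 MSCs against PBS (0.79) and MSCs (0.74) and axonogenesis against Sham in MSCs (-0.18) and IL-4 MSCs (-0.33). At 3 wpi they were, in IL-4 MSCs, the IL-4 response against PBS (0.27) and Sham (0.24) and, against Sham, inflammatory mediators (0.66), interferon response (0.55) and macrophages (0.70). In MSCs it was the interferon response (0.43) and in PBS the MHC class I list (0.32) and the tangle and tau list (0.16), all against Sham. Neurogenesis in MSCs against PBS turned to -0.0038, which is by construction also its value after the mean of all expressed genes was subtracted. That subtraction brought axonogenesis past the threshold at 1 wpi in IL-4 MSCs against MSCs (-0.15) and in PBS against Sham (-0.11), and kept the other 59 scores.

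Against the 3 sham mice of the same week, list scores at 3 wpi no longer past the threshold were 0.69 for inflammatory mediators in IL-4 MSCs, 0.40 and 0.51 for the interferon response and 0.65 and 0.64 for macrophages in MSCs and IL-4 MSCs, 0.87 for glial activation in IL-4 MSCs, and in PBS 0.38 for MHC class I and 0.17 for tangle and tau. The smaller group raises the smallest p that permutations can give, and the effects changed little in size. The other 19 scores kept their direction.

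Mice with the same replicate number in different groups were hardly more alike than others (mean correlation 0.030 in 99 pairs and -0.0067 in 396 pairs). With the replicate number as a block in limma, 57 list scores were kept, the IL-4 response of IL-4 MSCs against PBS at 3 wpi (0.26) and the MHC class I list in PBS against Sham (0.37) fell short of the threshold, and 3 scores at 3 wpi passed it, 0.55 for MHC class I and 0.34 for the interferon response in IL-4 MSCs against PBS and 0.72 for glial activation in PBS against Sham.

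Leaving out each mouse kept 540 of the list scores computed that way, with 43 weaker, 3 stronger and 14 reversed. At 3 wpi the T cell difference from PBS ranged from 0.82 to 1.07 in MSCs and from 0.88 to 1.05 in IL-4 MSCs, and from -0.14 to 0.099 between these 2 groups. The IL-4 response of IL-4 MSCs ranged from 0.27 to 0.33 against PBS and from -0.029 to 0.20 against MSCs, and inflammatory mediators from -0.22 to 0.065 for IL-4 MSCs against MSCs. Against Sham at 3 wpi, inflammatory mediators in PBS ranged from 0.33 to 0.60, macrophages from 0.56 to 0.88 in MSCs and from 0.67 to 0.87 in IL-4 MSCs, the interferon response in IL-4 MSCs from 0.50 to 0.69, and in PBS MHC class I from 0.25 to 0.40 and tangle and tau from 0.12 to 0.22. Between IL-4 MSCs and MSCs at 3 wpi, wound healing ranged from -0.10 to 0.026, angiogenesis from -0.14 to -0.062 and glial activation from -0.22 to 0.067. Against PBS at 3 wpi, neurogenesis ranged from -0.039 to 0.0030 in IL-4 MSCs and from -0.00051 to 0.042 in MSCs, and the oligodendrocyte list from -0.043 to 0.078 and from -0.051 to 0.079. Of the scores that became weaker, those of the T cell list stayed near their size in smaller groups, where the smallest p is larger.

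Among the 43 gene changes, 12 were weaker and 2 stronger with only the 2 groups in the fit, 3 weaker against sham mice of the same week, 1 weaker without the filter, 1 weaker and 1 stronger with the block, and 6 weaker and 1 reversed with the striatum covariate. Leaving out each mouse made 36 weaker and 2 stronger, kept 378, and reversed 2, both near 0: Igf1 in MSCs against PBS at 3 wpi ranged from -0.082 to 0.0097 and Mapt in PBS against Sham at 3 wpi from -0.014 to 0.0042.

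The alternatives not run were tests of transcripts one by one, a fit with the mouse the authors excluded, a pseudocount of 0.1 for single genes, scaling of values that are not counts and the trend option of limma, since the deposited table holds summed counts without that mouse. Depth limited the T cell and cytokine results most: Cd3e had between 3 and 5 counts per library in PBS at 3 wpi, and Ifng at most 3 counts in all 34 libraries.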

Differences from the paper's values

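The covariate of striatum markers named here, and the scores for angiogenesis, tangle and tau, glial activation in IL-4 MSCs and against Sham at 3 wpi and T cells between treatments, were chosen after the results had been seen.

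The paper's Fig. 9d shows fold changes from Sham on an axis labelled as log10. Read by eye, the paper's values for Gfap at 1 wpi are about 2.5 in PBS, about 2.5 in MSCs and about 2.5 in IL-4 MSCs, and at 3 wpi about 1 in PBS, about 1.5 in MSCs and about 1 in IL-4 MSCs. The log10 fold changes of Gfap computed here were 0.7155, 0.7057 and 0.7949 at 1 wpi and 0.311, 0.3868 and 0.2935 at 3 wpi. None of the alternatives set before the data were examined closed the gap, with values between 0.2304 and 0.817 over 89 recomputations. None of them changes the scale, so they could not test a difference of units. On the log2 scale the values computed here were 2.38, 2.34 and 2.64 at 1 wpi and 1.03, 1.28 and 0.97 at 3 wpi. The log2 fold changes in the authors' deposited table are 2.41, 2.38 and 2.67 and 1.04, 1.29 and 0.97. The readings lie near both sets of log2 values, so a figure drawn in log2 units would explain the gap. They were made with the deposited values already known.

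The paper states that the rise of genes in IL-4 MSCs was absent at 3 wpi. Here 472 genes were higher in IL-4 MSCs than in Sham, 371 higher than in PBS and 392 higher than in MSCs at 3 wpi. With only the 2 groups compared in the fit, 0 genes differed between IL-4 MSCs and PBS (2431 at an unadjusted p under 0.05) and 0 between IL-4 MSCs and MSCs (2272 unadjusted), which is the paper's direction. With the covariate of striatum markers, chosen after the values had been seen, 5 and 0 genes differed (1035 and 1534 unadjusted). Against Sham, 102 genes differed with only the 2 groups (73 higher) and 109 with the covariate (85 higher). With DESeq2, 767 genes differed between IL-4 MSCs and PBS (516 higher). The authors' deposited table has 208 genes higher in IL-4 MSCs than in Sham at 3 wpi.

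The paper states that T cell, macrophage and inflammatory pathways at 3 wpi were higher in MSCs than in PBS and that this was absent with IL-4 MSCs. Its Fig. 9c lists T cell activation as enriched over PBS in both treatments. Here the T cell score was higher than in PBS by 0.97 in MSCs and by 0.92 in IL-4 MSCs, each in 5 of 5 mice, and differed by -0.046 between the treatments. The differences of MSCs from PBS in inflammatory mediators (0.37, 5 of 5 mice above the PBS mean) and macrophages (0.32, 5 of 5 mice) did not pass the threshold, nor did they under any alternative run. Much of each came from replicate 4 of MSCs, which scored 1.31 in inflammatory mediators and 3.33 in macrophages. The other MSC mice scored 0.18 to 0.32 and 2.31 to 2.50, against PBS means of 0.096 and 2.27.

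The paper states that IL-4 pathways were not enriched in IL-4 MSCs at 3 wpi. Here the IL-4 response score was 0.29 higher than in PBS, in 5 of 5 mice. With the median over genes (0.21), camera (0.27) or limma with the replicate block (0.26), the difference did not pass the threshold, and against MSCs the score differed by 0.036.

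The paper states that neurogenesis at 3 wpi was enriched in MSCs over IL-4 MSCs. The score computed here differed by -0.039 between IL-4 MSCs and MSCs, the paper's direction, without passing the threshold under any alternative run. The paper states that oligodendrocyte pathways at 3 wpi were enriched over Sham. Here the scores were below that of Sham in each group, with differences of -0.090 in PBS, -0.062 in MSCs and -0.055 in IL-4 MSCs that did not pass the threshold under any alternative run.

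The paper states that glial pathways were enriched at 3 wpi in MSCs, over PBS in Fig. 9c and over IL-4 MSCs in its discussion. Here the score was 0.36 higher in MSCs than in PBS and 0.25 higher in IL-4 MSCs than in PBS, and differed by -0.11 between IL-4 MSCs and MSCs, the paper's direction, none of them past the threshold under any alternative run. Replicate 4 of MSCs scored 4.25 and the other MSC mice 3.26 to 3.51, against a PBS mean of 3.19. The paper states that healing and angiogenesis scores at 3 wpi tended to be higher in MSCs than in IL-4 MSCs. Here IL-4 MSCs differed from MSCs by -0.051 in wound healing and -0.098 in angiogenesis, in the paper's direction. When each mouse was left out, wound healing ranged from -0.10 to 0.026, and angiogenesis from -0.14 to -0.062, which passed the threshold in 1 of those fits only.

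In the paper's pathway analysis of PBS at 3 wpi, tau and tangle terms were over-represented. The authors' deposited table gives Apoe and Clu q-values of 0.0473 and 0.0323, and here their adjusted p-values were 0.626 and 0.433, with log2 fold changes of 0.33 and 0.22, and lay between 0.229 and 1 and between 0.130 and 1 over their alternatives. The score of the tangle and tau list was 0.18 higher than in Sham in 4 of 4 mice, and -0.0099 with the median over genes.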

Other observations

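The tests of the T cell, axonogenesis, IL-4 response and collagen differences below were chosen only after the results were seen.

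Counts of changed genes were set against other splits of the same mice into groups of the same sizes, with 100 drawn of the 126 possible, the real split included. For PBS, MSCs and IL-4 MSCs against Sham at 1 wpi, with 2357, 3057 and 6330 genes, 1, 1 and 1 of the 100 splits gave as many; the highest counts among the others were 782, 1239 and 3275. For IL-4 MSCs against PBS and MSCs at 1 wpi, with 2974 and 1488 genes, 1 and 1 of 100 did, with at most 1247 and 598 in the others. For PBS, MSCs and IL-4 MSCs at 3 wpi against 1 wpi, with 944, 1054 and 5654 genes, 1, 1 and 1 of 100 did, with at most 588, 665 and 3339. The 21 genes of MSCs against PBS at 1 wpi were matched in 2 of 100, as were the 14 genes at 3 wpi (up to 116 in the others), and the 197 genes of MSCs against Sham at 3 wpi in 1 of 100 (up to 175). The 5 genes of PBS against Sham at 3 wpi were matched in 5 of 100, with up to 1194 genes, so that count cannot be told apart from differences between mice. Among the 16 splits that part all same-numbered pairs, where the share cannot fall under 0.05, 1 of 16 gave as many in each of the comparisons of this paragraph.

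The T cell score at 3 wpi was higher than in PBS by 0.97 in MSCs and 0.92 in IL-4 MSCs, each in 5 of 5 mice. Blood left in the tissue was examined through a blood score, which was higher by 0.75 in MSCs (exact permutation p = 0.4603, 3 of 5 mice) and by 0.90 in IL-4 MSCs (exact p = 0.246, 4 of 5 mice). With each single mouse left out, the difference ranged from 0.82 to 1.07 in MSCs and from 0.88 to 1.05 in IL-4 MSCs; the largest exact p of 0.0286 in each carries little weight, since 4 mice against 4 without overlap always give this p. Adjusted for the striatum score, the difference was 0.97 in MSCs and 0.90 in IL-4 MSCs. The share of striatum did not account for these differences of the score, although Cd3e in IL-4 MSCs was no longer past the threshold with the striatum covariate (log2 fold change 2.33). The blood score did not pass the threshold, but its differences were near in size to those of the T cell score, so a part played by blood is not ruled out. T cells in the tissue after MSC injection are a hypothesis, which cannot be told apart from an effect of whatever the label number marks.

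Axonogenesis in IL-4 MSCs at 1 wpi was lower than in PBS by 0.14, in 5 of 5 mice. After subtraction of a neuron score the difference was -0.033 (exact permutation p = 0.373), so dilution of neuronal RNA by RNA of other cells is a candidate explanation. The IL-4 response in the same comparison was higher by 2.53, in 5 of 5 mice. After subtraction of the macrophage score, with the 2 genes of both lists removed, 1.39 remained (exact permutation p = 0.00794). The subtraction takes both lists to rise alike with the number of macrophages, which was not tested. More macrophages at the site are therefore not ruled out as the explanation.

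The collagen and fibroblast score of MSCs at 1 wpi was higher than that of PBS by 0.64 (exact permutation p = 0.00794, adjusted 0.0197, 5 of 5 mice). RNA of the injected cells is a candidate explanation. The difference at 3 wpi was 0.042 (exact p = 0.675), which would follow from a loss of these cells and also from a passing response of the host, so the 2 cannot be told apart.

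Values that belong at none of the paper's statements follow. The striatum score of IL-4 MSCs at 1 wpi was higher than that of PBS by 0.88 (exact permutation p = 0.00794, adjusted 0.146, 5 of 5 mice) and the hippocampus score lower by 0.43 (exact p = 0.00794, adjusted 0.146, 5 of 5 mice). The T cell difference of MSCs from PBS was lower at 1 wpi than at 3 wpi by 0.83 (permutation p = 0.0335, adjusted 0.113).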
